# Glial enriched gene expression profiling identifies novel factors regulating the proliferation of specific glial subtypes in the *Drosophila* brain

**DOI:** 10.1016/j.gep.2014.09.001

**Published:** 2014-09

**Authors:** Amélie Avet-Rochex, Katja T. Maierbrugger, Joseph M. Bateman

**Keywords:** Glia, *Drosophila*, Cortex, Perineurial, *foxO*, *Tramtrack*

## Abstract

Glial cells constitute a large proportion of the central nervous system (CNS) and are critical for the correct development and function of the adult CNS. Recent studies have shown that specific subtypes of glia are generated through the proliferation of differentiated glial cells in both the developing invertebrate and vertebrate nervous systems. However, the factors that regulate glial proliferation in specific glial subtypes are poorly understood. To address this we have performed global gene expression analysis of *Drosophila* post-embryonic CNS tissue enriched in glial cells, through glial specific overexpression of either the FGF or insulin receptor. Analysis of the differentially regulated genes in these tissues shows that the expression of known glial genes is significantly increased in both cases. Conversely, the expression of neuronal genes is significantly decreased. FGF and insulin signalling drive the expression of overlapping sets of genes in glial cells that then activate proliferation. We then used these data to identify novel transcription factors that are expressed in glia in the brain. We show that two of the transcription factors identified in the glial enriched gene expression profiles, *foxO* and *tramtrack69*, have novel roles in regulating the proliferation of cortex and perineurial glia. These studies provide new insight into the genes and molecular pathways that regulate the proliferation of specific glial subtypes in the *Drosophila* post-embryonic brain.

## Highlights

• Global gene expression analysis identifies glial specific transcriptomes.
• Different glial subtypes have distinct but overlapping transcriptomes.
• *foxO* and *tramtrack69* are novel regulators of glial subtype specific proliferation.

Glia play many critical roles in the development and maintenance of the nervous system. During development glia provide targets to ensure correct axonal pathfinding. In the mature nervous system glia provide trophic support by ensheathing neuronal cell bodies, processes and synapses. In the mammalian central nervous system (CNS) glia have also been shown to regulate synaptic transmission through modulation of neurotransmitter levels at ‘tripartite synapses’ (Perea et al., 2009). These functions are performed by different classes of glia, such as astrocytes that associate with neuronal cell bodies and synapses, and oligodendrocytes that form myelin sheaths around axons (Freeman and Doherty, 2006). The *Drosophila* CNS also contains several different essential glial classes, such as cortex glia that ensheath neuronal cell bodies and sub-perineurial/perineurial glia that form the blood brain barrier (Hartenstein, 2011).

Up to 50% of the cells in the human brain are glia (Azevedo et al., 2009). To provide sufficient glia for the mature CNS to function correctly, glial cells must be generated either from stem cell populations or through the proliferation of differentiated glia. In both the developing and adult mammalian CNS radial glia act as neural stem cells, which generate a variety of neuronal and glial subtypes (Rowitch and Kriegstein, 2010). Transcription factors (TFs) such as OLIG2, PAX6 and NKX6.1 control glial subtype differentiation from radial glial neural stem cells (Rowitch and Kriegstein, 2010).

In the *Drosophila* embryonic ventral nerve cord (VNC) glia are generated by asymmetric division of neuroglioblast stem cells (Ito et al., 1995). Glial cell fate in the embryonic VNC is regulated by the TF *glial cells missing* (*gcm*), which is necessary for and sufficient to induce gliogenesis (Hosoya et al, 1995, Jones et al, 1995). By contrast, in the *Drosophila* post-embryonic brain two major glial populations, cortex and perineurial glia, are generated by symmetric division of differentiated glial cells (Avet-Rochex et al, 2012, Awasaki et al, 2008, Colonques et al, 2007, Pereanu et al, 2005). Importantly, large scale genesis of glia through symmetric division of differentiated glial cells has also recently been observed in mammals, where differentiated astrocytes proliferate to generate large glial populations in the postnatal mouse brain (Ge et al., 2012). Therefore, gliogenesis through the proliferation of differentiated glia in the post-embryonic brain is conserved in flies and mammals. However, the genes that regulate the cell division of astrocytes are not known and the genetic regulation of proliferation of specific glial subtypes in *Drosophila* has only begun to be explored.

Two major questions arise from these studies of glial proliferation: (1) What are the factors that define glial subtype identity? (2) What are the factors and pathways that regulate the proliferation of specific glial subtypes? We have recently shown that proliferation of cortex and perineurial glia in the post-embryonic brain is driven by the fibroblast growth factor (FGF) and insulin receptor (InR)/mechanistic target of rapamycin (mTOR) pathways, which differentially regulate cortex and perineurial glial proliferation (Avet-Rochex et al., 2012). However, the molecular mechanism by which these pathways regulate the proliferation of these specific glial subtypes is not known. To address these questions we have characterised global gene expression profiles from *Drosophila* postembryonic CNS tissue that is enriched for proliferating glial cells driven by either FGF or InR signalling. These two pathways have differential effects on specific glial subtypes, which are reflected in the respective gene expression profiles. To test the efficacy of these expression datasets we focused on TFs. We show that two of the TFs identified, *kayak* and *hairy*, are indeed expressed specifically in glia. Finally we show that another two of the TFs identified, *foxO* and *tramtrack69*, regulate the proliferation of specific glial subtypes.

## 1 Results and discussion

### 1.1 Global gene expression profiling of glia in the post-embryonic CNS

We have recently shown that the proliferation of two glial subtypes in the *Drosophila* post-embryonic brain is regulated through the concerted action of the FGF and InR/mTOR pathways. Cortex glia require FGF signalling and the InR, but not downstream components of the InR/mTOR pathway, whereas perineurial glia require both FGF and InR signalling pathways for proliferation. Pan-glial activation of either pathway causes glial overproliferation (Fig. 1B,C). However, specific glial sub-types respond differently to the expression of each receptor. The majority of superficial glia in larval brains from animals overexpressing an activated form of the FGF receptor (Htl^ACT^) in glia expressed both the pan-glial protein Repo and pointedP2 (PntP2), a marker of cortex glia (Fig. 1E,E'). By contrast, glial-specific overexpression of the *InR* resulted in the proliferation of Repo expressing, but not PntP2 expressing glia (Fig. 1F,F'). These data suggest that these two receptors promote glial proliferation, but that the glial subtypes that proliferate are partially distinct.

**Fig. 1:**
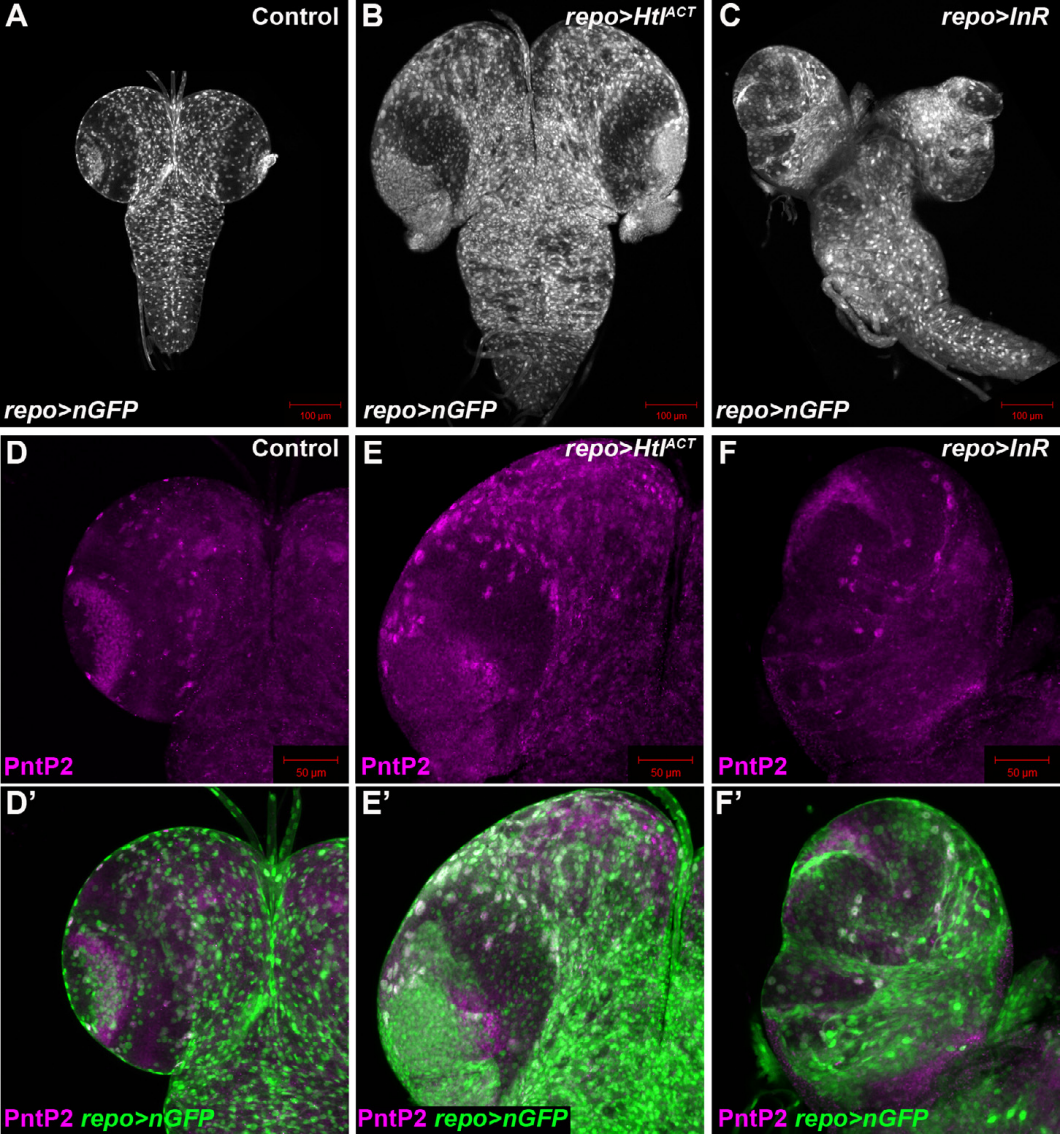
* *Generation of larval CNS tissue enriched in glia. (A) Late third instar larval CNS expressing nuclear GFP in glia using *repo-Gal4* (*repo>nGFP*). (B,C) Overexpression of *Htl^ACT^* (B), or the *InR* (C) in glia using *repo-Gal4* causes glial overproliferation. Glia are marked by the expression of nuclear GFP as in A. (D–F') Overexpression of *Htl^ACT^* (E), but not the *InR* (F), in glia using *repo-Gal4* causes overproliferation of PntP2 expressing cortex glia. PntP2 expression shown in magenta (D–F') and glia (green in D–E') are marked by the expression of nuclear GFP as in (A–C).

The glial overproliferation phenotype caused by overexpression of *Htl^ACT^* and the *InR* (Fig. 1B,C) provided the opportunity to determine the global gene expression profile of glia in these tissues by comparing transcript levels from CNS tissue overexpressing either *Htl^ACT^*, or the *InR* in glia, to that of control CNS tissue. We postulated that CNS tissue from larvae with increased glial numbers would be significantly enriched for the expression of glial genes, compared to CNS tissue from control larvae. Therefore, we dissected the CNS from third instar larvae overexpressing either *Htl^ACT^*, or the *InR* in glia (using *repo-Gal4*), or from control larvae. 

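RNA from 3 control, 3 *Htl ACT* and 3 *InR* samples was hybridised to 9 Affymetrix Drosophila Genome 2.0 arrays. Each sample was the whole CNS of 10 to 15 larvae, so a signal sums over glia, neurons, neuroblasts and any other tissue taken with the CNS. The samples were prepared in triplicate, and whether each came from a separate dissection is not stated beyond this, so the p-values given here measure the spread between these samples. The authors reduced each probe set to a linear MAS5 signal (intensity), scaled so that the 2% trimmed mean was 500.0 on every array. Median signals were 30.7 to 38 in control, 31.2 to 31.4 in *Htl ACT* and 35.8 to 40.6 in *InR* tissue. After 183 control probe sets were left out, 11982 genes were named, and the brightest probe set stood for a gene with several. This gave 17105 probe sets, each called a gene here even where it names none or several. The brighter 8552, with a mean signal of at least 35.2, were tested with limma on log2 signals. All 9 arrays entered the fit, and *Htl ACT* tissue was also compared with *InR* tissue directly. A gene was counted as higher or lower at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p of at most 0.05. The median log2 fold change of the tested genes was −0.15 for *Htl ACT*, −0.09 for *InR* and −0.08 for *Htl ACT* against *InR*, and all changes are relative to this scaling. The median standard error of a log2 fold change was 0.12 and the number of arrays limits the precision. In addition, 30 gene lists were set before the data were examined and after the tables of the paper had been read, and 3 of them were chosen by the study on these samples. They were tested with limma's camera at a preset correlation of 0.01, and again with an estimated correlation.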

RNA isolated from CNS tissue was then used for microarray gene expression analysis (see Experimental procedures).

### 1.2 Glial specific FGF and InR pathway activation results in different but overlapping glial enriched gene expression profiles

Analysis of transcript expression levels showed that the expression of 1021 genes was increased ≥1.5 fold and 583 genes increased ≥2 fold in *Htl^ACT^* overexpressing CNS tissue (Fig. 2A, Supplementary Table S1). 

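In *Htl ACT* tissue 1111 of the 8552 genes were higher than in control tissue, 633 of them at least 2-fold, and 1640 were lower. Among genes named singly, *Eip63E*, which encodes a cyclin-dependent kinase, had the largest increase, from a signal of 56.85 ± 16.8 (SD, n = 3 arrays) to 2073 ± 347 (SD, n = 3). Its log2 fold change was 5.22 (standard error 0.23, adjusted p = 5.05e-06 from limma). The uncharacterised genes *CG6293* and *CG12607* followed with *nAChRbeta3*, a nicotinic acetylcholine receptor subunit, with log2 fold changes of 5.09, 4.47 and 4.50. The largest decrease was in *Ir76a*, a gene of the ionotropic receptor family, from 247.5 ± 17.7 to 28.34 ± 5.56 (SD, n = 3 each), a log2 fold change of −3.14 (standard error 0.15, adjusted p = 5.44e-06 from limma). *CG32444* and the zinc finger gene *peb* fell by 3.04 and by 2.74 (adjusted p = 0.0322 and 0.00995). Neither passed at the false discovery rate of the study or without control 2 and *InR* 2 (adjusted p = 0.0848 and 0.0511), and *CG32444* did not pass without a filter on mean signal (0.096) or on the 6 arrays alone (0.0586). Higher genes made up 40.4% of all changed genes, and this share depended on the scaling: median centring gave 1361 higher and 1220 lower genes (52.7%), and quantile normalization 1267 and 1262 (50.1%).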

Expression of the glial-specific gene *repo* was increased 2.5 fold, while expression of *pnt* (the probe sequence was common to both *pntP1* and *pntP2* isoforms) was increased 4.96 fold (Supplementary Table S1). 

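The signal of *repo* (NCBI Gene 47285), the homeobox gene of lateral glia, was 3350 ± 260 (SD, n = 3) in control and 8365 ± 19.2 (SD, n = 3) in *Htl ACT* tissue. Its 2.5-fold increase is a log2 fold change of 1.32 (standard error 0.08, adjusted p = 1.23e-05 from limma). The signal of *htl* (NCBI Gene 42160), the FGF receptor gene from which the transgene was made, rose from 297.4 ± 39 to 1974 ± 341 (SD, n = 3 each), a log2 fold change of 2.72 (standard error 0.16, adjusted p = 1.42e-05 from limma). All 3 *Htl ACT* arrays lay above all 6 other arrays for *htl*, and whether its probes read the transgene, the chromosomal gene or both was not determined.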

We previously showed that the number of Repo expressing superficial glia in *Htl^ACT^* overexpressing brains was increased 2.27 fold, while the number of PntP2 expressing cortex glia was increased 3.65 fold (Avet-Rochex et al., 2012). Therefore, the changes in expression of *repo* and *pnt* correlate with the increase in glial numbers in *Htl^ACT^* overexpressing tissue. Moreover, expression of other genes previously established to have roles in glial biology including *bangles* (*bnb*) (Ng et al., 1989), *wrapper* (Noordermeer et al., 1998), *gliotactin* (*Gli*) (Auld et al., 1995), *kruppel* (*Kr*) (Romani et al., 1996), *sinuous* (*sinu*), *pickel* (*pck*) (Stork et al., 2008), *myoglianin* (*myo*) (Lo and Frasch, 1999), *held out wings* (*how*) (Edenfeld et al., 2006), *glial lazarillo* (*Glaz*) (Sanchez et al., 2000), *inebriated* (*ine*) (Yager et al., 2001), *neuroglian* (*Nrg*) (Banerjee et al., 2006), *Contactin* (*Cont*) (Banerjee et al., 2006), *moody, G protein α i subunit* (*G-ialpha65A, Gαi*) and *locomotion defects* (*loco*) (Schwabe et al., 2005), were all significantly increased in *Htl^ACT^* overexpressing tissue (Supplementary Table S1). 

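Of the glial genes named by the paper, *repo* included, 14 were analysed as a list and all 14 rose in *Htl ACT* tissue, with a median log2 fold change of 1.35 (14 also adjusted over the list alone). *ine*, which encodes a transporter, rose from a signal of 193.5 ± 38.8 to 1047 ± 270 (SD, n = 3 each), a log2 fold change of 2.42 (standard error 0.21, adjusted p = 6.79e-05 from limma). *bnb* rose from 3936 ± 454 to 19030 ± 1270, by a log2 fold change of 2.28 (standard error 0.1, adjusted p = 4.47e-06). The immunoglobulin family gene *wrapper*, expressed by cortex glia, rose from 3286 ± 96.6 to 11960 ± 1020, by 1.86 (standard error 0.1, adjusted p = 1.18e-05). *Kr*, *loco* and *GLaz* rose by 1.96, 1.48 and 1.38, and *myo*, which was matched apart from the list, by 1.79. The smallest change was that of *Nrg* at 0.59 (standard error 0.07, adjusted p = 0.000315), which was under 1.5-fold after quantile normalization (0.54). Because the study chose these genes on the same samples, their camera test (adjusted p = 2.42e-10, and 0.00868 with an estimated correlation) is not independent evidence. Of 7 cortex glial genes 6 rose, among them *Cyp4g15* by 2.65 (standard error 0.15, adjusted p = 1.18e-05) and *zyd* by 2.43 (standard error 0.12, adjusted p = 5.7e-06), and *SPoCk*, named after its value was seen, fell by 0.87 (camera adjusted p = 5.81e-05, 0.028 with an estimated correlation). *htl* is 1 of the 6, and without it the list had adjusted p = 0.000366, and 0.0347 with an estimated correlation. In the pan-glial and neuropil glial list 6 of 12 genes rose and 3 fell (camera adjusted p = 0.0624, not called, and called higher under 3 of 22 alternatives, where adjusted p over all was 0.031 to 0.122). The genes that fell were the transporter gene *Eaat2* at −1.37 (standard error 0.15, adjusted p = 0.000218) and the transcription factor genes *gcm* and *gcm2* at −1.35 and −1.38.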

GO analysis of cellular processes of genes with significantly increased expression in *Htl^ACT^* tissue showed that the classes ‘establishment of the glial blood–brain barrier’ and ‘septate junction assembly’ were significantly over-represented (Supplementary Table S8). 

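Of 24 analysed genes of septate junctions and the blood-brain barrier, 17 rose in *Htl ACT* tissue at a median log2 fold change of 0.81 over the list (17 also adjusted over the list alone), and the other 7 did not pass the test. *moody*, a G protein-coupled receptor gene of the subperineurial glia, rose from a signal of 2765 ± 390 to 10660 ± 1150 (SD, n = 3 each), a log2 fold change of 1.95 (standard error 0.12, adjusted p = 1.95e-05 from limma). *Gli*, which acts at tricellular junctions, rose from 393.5 ± 46 to 919.5 ± 157, by 1.22 (standard error 0.17, adjusted p = 0.000623). The sodium pump subunit gene *nrv2* rose by 1.56 and *Tsf2*, a septate junction protein gene, by 1.06. The claudin gene *sinu* rose from 1022 ± 29 to 1765 ± 100, by 0.79 (standard error 0.07, adjusted p = 6.31e-05), and the claudin gene *pck* by 0.87. *Cont* rose by 0.70 (standard error 0.07, adjusted p = 0.000141). The list lay higher than the other genes (camera adjusted p = 2.28e-09, and 0.00868 with an estimated correlation), and 8 of its genes are also among the glial genes named by the paper. Those were chosen on these samples, so this test is not fully independent evidence. Among 12 surface glial genes 8 rose, including the ABC transporter gene *Mdr65* at 1.65 (standard error 0.15, adjusted p = 9.11e-05) and *SPARC* at 1.52, while the metalloproteinase gene *Mmp2* was at −0.63, or 0.08 with the mean of all its probe sets (camera adjusted p = 0.000148, 0.028 with an estimated correlation).

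**Figure D1:**
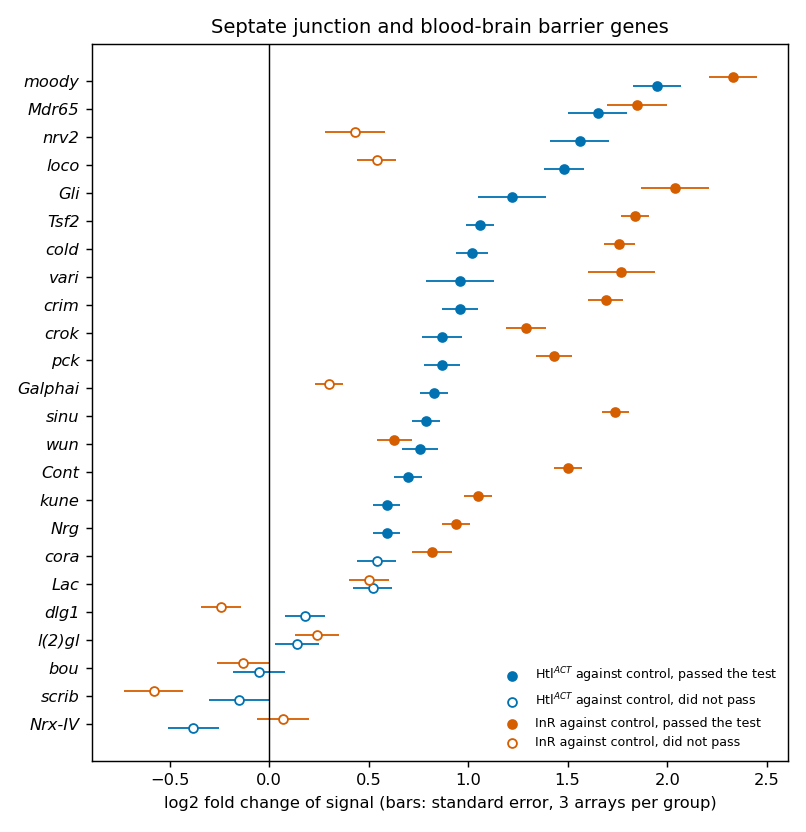
Log2 fold change against control (horizontal axis) of the 24 genes of septate junctions and the blood-brain barrier in *Htl ACT* and *InR* tissue. Points are limma estimates with their standard errors from 3 arrays per group, filled where the gene passed 1.5-fold and an adjusted p of 0.05; 17 points are filled for *Htl ACT* and 15 for *InR*.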

Taken together these data strongly suggest that this dataset is significantly enriched for glial-expressed genes. The GO analysis also showed that genes involved in small molecule, lipid and carbohydrate metabolism were significantly over-represented (Supplementary Table S8), suggesting that these proliferating glial cells are highly metabolically active.

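Lists of fatty acid oxidation, lipid, and carbohydrate genes were called higher in *Htl ACT* tissue by camera (adjusted p = 2.5e-09, 3.56e-11 and 0.000114). With an estimated correlation only the lipid list was called (adjusted p = 0.0585, 0.00868 and 0.338, in that order). The paper's lipid and carbohydrate classes were found on these samples, and the lists were set after its tables had been read. These tests are therefore not fully independent evidence. Of 16 genes of fatty acid oxidation 14 rose and 2 did not pass the test, with a median log2 fold change of 1.10. *Acadvl*, an acyl-CoA dehydrogenase gene, rose from a signal of 2015 ± 63 to 5002 ± 87.8 (SD, n = 3 each), a log2 fold change of 1.31 (standard error 0.06, adjusted p = 5.05e-06 from limma), and the peroxisomal oxidase gene *Acox57D-d* rose by 1.92 (standard error 0.27, adjusted p = 0.000611). Of 23 lipid genes 19 rose, at a median of 1.06. The ceramidase gene *CDase* rose from 763.5 ± 28.7 to 3414 ± 96.3, by 2.16 (standard error 0.07, adjusted p = 2.6e-06), and the sterol-binding protein genes *Npc2b* and *Npc2a* by 2.22 and 1.92. The lipase gene *bmm*, named after its value was seen, was the 1 lipid gene that fell (−0.70, standard error 0.13, adjusted p = 0.00231). Among 18 carbohydrate genes 9 rose, at a median of 0.58, led by the trehalase gene *Treh*, which went from 1261 ± 239 to 4449 ± 866, by 1.82 (standard error 0.17, adjusted p = 9.96e-05), and by the gluconeogenic gene *fbp* at 1.17. The hexokinase gene *Hex-A* fell by 0.91 (standard error 0.32, adjusted p = 0.0389). All 3 counts of higher genes were equal when adjusted over the list alone.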

**Fig. 2:**
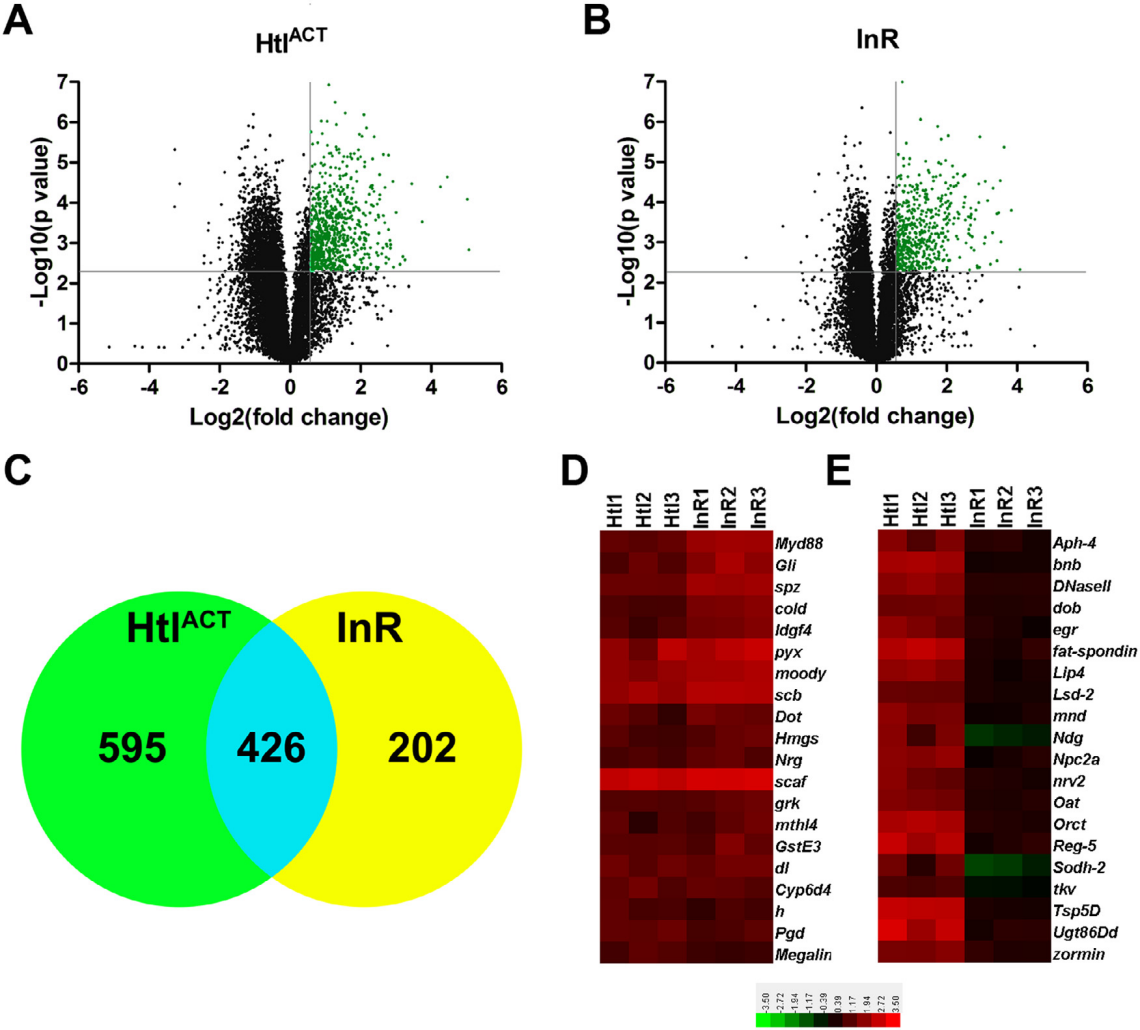
* *Glial enriched larval CNS gene expression profiles. (A,B) Volcano plots of transcript expression levels from larval CNS tissue overexpressing *Htl^ACT^* (A), or the *InR* (B) in glia using *repo-Gal4*. Transcripts whose expression increased ≥1.5 fold with a p value ≤0.05 are shown in green. (C) Venn diagram showing the numbers of genes whose expression was significantly increased ≥1.5 fold in either *Htl^ACT^* overexpressing CNS tissue (green circle), *InR* overexpressing CNS tissue (yellow circle), or in both conditions (blue overlap). (D,E) Heat maps representing expression levels (log_2_) of 20 genes whose expression was similar (D), or significantly different (E) in *Htl^ACT^* (Htl1-3) and *InR* (InR1-3) overexpressing CNS tissue.

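Among the genes of Fig. 2D, *scaf*, *scb* and *pyx* had the largest increases in both tissues. *scaf* rose from a control signal of 545.6 ± 82.1 to 3524 ± 253 in *Htl ACT* and 4195 ± 135 in *InR* tissue (SD, n = 3 each), log2 fold changes of 2.70 and 2.95 (standard error 0.12 each). The integrin gene *scb* rose by 2.16 and 2.53, and the TRP channel gene *pyx* by 2.04 and 2.55. When both tissues were compared directly, *Gli*, *cold*, *Idgf4*, *Myd88* and *spz* of this panel were lower in *Htl ACT* tissue, as with *Idgf4* at −0.60 (adjusted p = 0.0148 from limma). Of the genes of Fig. 2E, every gene that could be analysed (19 genes) was higher in *Htl ACT* than in *InR* tissue. The tetraspanin gene *Tsp5D* had signals of 1268 ± 56.1 in control, 7913 ± 364 in *Htl ACT* and 1631 ± 70.4 in *InR* tissue, a direct log2 fold change of 2.28 (standard error 0.07, adjusted p = 3.27e-06). For the transporter gene *Orct* the signals were 567.6 ± 46.5, 2952 ± 221 and 793.5 ± 42.7, a direct log2 fold change of 1.89 (adjusted p = 2.57e-05). *Ugt35C1*, *fat-spondin* and *Reg-5* differed by 2.10, 2.00 and 2.00. Because these genes were chosen for the panels on the same samples, their counts are not independent evidence.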

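In *InR* tissue 790 of the 8552 genes were higher than in control tissue, 446 of them at least 2-fold. *repo* rose from the control signal to 5628 ± 248 (SD, n = 3), 1.68-fold, a log2 fold change of 0.75 (standard error 0.08, adjusted p = 0.000308 from limma). The probe set of the insulin receptor gene *InR* (NCBI Gene 42549) read 1003 ± 173 in control and 854 ± 106 in *InR* tissue (SD, n = 3 each), a log2 fold change of −0.23 (adjusted p = 0.384), and whether its probes lie within the transgene was not determined. The largest fitted increase was in the pigmentation gene *y*, from 16.69 ± 8.26 to 1752 ± 347, a log2 fold change of 6.86 (standard error 0.61, adjusted p = 0.000165). The cathepsin gene *CtsL2* and *CG18557* rose by 5.66 and 5.33. Control signals of all 3 genes lay below the array medians, where signals are near background, so neither the size of these changes nor their order is well measured. Genes of the fat body, singled out after their values were seen, differed between arrays of 1 group: the larval storage protein gene *Lsp2* read 235.9, 2858 and 302.7 in the control samples and 483.7, 7047 and 6645 in the *InR* samples. Without control 2 and *InR* 2, left out after the data were seen, 592 genes were higher in *InR* tissue, and without *InR* 3 as well, 265, with a single *InR* array left.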

In tissue overexpressing the *InR* in glia the expression of 628 genes were significantly increased ≥ 1.5 fold and 383 genes ≥ 2 fold (Fig. 2, Table S2). *repo* expression was significantly increased (1.68 fold), which correlates well with the 1.64-fold increase in Repo-expressing superficial glia in *InR* overexpressing brains (Avet-Rochex et al., 2012). The fact that there were fewer differentially upregulated genes in *InR* overexpressing tissue than in *Htl^ACT^* overexpressing tissue may reflect the smaller increase in glial numbers in *InR* overexpressing tissue, compared to *Htl^ACT^* overexpressing tissue (Fig. 1B,C) (Avet-Rochex et al., 2012). Of the 628 genes whose expression was increased in *InR* overexpressing tissue, 426 were also increased in *Htl^ACT^* overexpressing tissue (Fig. 2, Table S3). However, 32% (202) of genes with increased expression in *InR* overexpressing tissue were not significantly increased in *Htl^ACT^* overexpressing tissue (Fig. 2, Table S4), suggesting differences in the gene expression landscape, or glial subtypes, in these two tissues. 

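Of the 790 genes higher in *InR* tissue, 535 (67.7%) were higher in *Htl ACT* tissue as well. The G protein-coupled receptor gene *moody*, the integrin gene *scb*, the glutathione S-transferase gene *GstE6* and *Eip63E* were among them, with log2 fold changes of 2.33, 2.53, 2.15 and 4.86 in *InR* tissue. In a direct comparison of the 535 genes, 83 were higher in *Htl ACT* than in *InR* tissue and 77 were lower. Independent lists of these sizes would share 102.6 genes, and 100 simulations of unchanged groups against the same controls gave a mean of 0.01 shared genes and a highest count of 1. This is chance with no effect, and it leaves out what shared controls add where both groups change. The log2 fold changes of both tissues had a Pearson r across genes of 0.67 against a simulated 0.5, and a covariance of 0.293 against a simulated 0.031, and genes are not independent replicates. With 3 control arrays the controls could not be split into parts of at least 2 arrays, so part of the excess may come from the shared controls.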

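Here 255 genes (32.3%) were higher in *InR* tissue and not higher in *Htl ACT* tissue, where 12 of them were lower, and 163 of these (63.9%) were lower in *Htl ACT* than in *InR* tissue in the direct test. The matrix protein gene *Ppn* had signals of 175.6 ± 64.4 in control, 138.8 ± 47.3 in *Htl ACT* and 1251 ± 118 in *InR* tissue (SD, n = 3 each), a direct log2 fold change of −3.22 (adjusted p = 0.00024 from limma). The transferrin gene *Tsf1* read 781.3 ± 132, 1305 ± 539 and 7699 ± 1200, a direct log2 fold change of −2.64 (adjusted p = 0.000725). The oxidase gene *Duox* differed by −1.43 and the gap gene *kni* by −1.09. Of the genes in Table S4, 156 were tested, and 105 were lower in *Htl ACT* than in *InR* tissue, 51 did not pass the direct test and 0 were higher by limma. Table S4 was chosen on these samples as higher in *InR* and not in *Htl ACT* tissue, so this direction is not independent evidence. The same holds for the 255 genes selected here. In the other direction 576 genes were higher in *Htl ACT* and not higher in *InR* tissue, where 3 of them were lower, and 322 of them differed in the direct test, such as *Ids* at 3.07 and *Cyp4g15* at 2.52.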

As with *Htl^ACT^* expressing tissue, expression of a number of genes with characterised functions in glial biology were significantly increased in *InR* overexpressing tissue including *Gli, pck, sinu, moody, Cont* and *Nrg* (Supplementary TableS2), all of which were also increased in *Htl^ACT^* overexpressing tissue (Supplementary Table S1). 

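Of 14 glial genes that the paper names for *Htl ACT* tissue, *repo* included, 7 rose in *InR* tissue and 7 did not pass the test, with the same count adjusted over the list alone. *Gli* reached a signal of 1631 ± 325 (SD, n = 3), a log2 fold change of 2.04 (standard error 0.17, adjusted p = 0.000134 from limma). *sinu* reached 3423 ± 84.8 (SD, n = 3), a log2 fold change of 1.74 (standard error 0.07, adjusted p = 8.64e-06), and *Cont* 3225 ± 142, by 1.50 (adjusted p = 9.62e-06). *pck* and *Nrg* rose by 1.43 and 0.94. Among those that did not pass, *wrapper* was at 0.04 (adjusted p = 0.77), *bnb* at 0.31, *GLaz* at 0.19 and *loco* at 0.54, under 1.5-fold; *myo*, apart from the list, was at 0.69 (adjusted p = 0.117). Compared directly, *sinu*, *Cont* and *Gli* were lower in *Htl ACT* than in *InR* tissue, at −0.96, −0.80 and −0.82, and 6 of the 14 genes were higher, *bnb* by 1.97 and *wrapper* by 1.82. The list as a whole lay higher in *InR* tissue (camera adjusted p = 2.68e-08, 0.0134 with an estimated correlation), and as the study chose it on these samples this is not independent evidence.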

As expected from the lack of increase in cortex glia in *InR* overexpressing tissue (Fig. 1F), expression of *pnt* was not significantly increased in *InR* overexpressing tissue. Similar to *Htl^ACT^* overexpressing tissue, GO analysis showed that genes involved in the establishment of the blood brain barrier and septate junction assembly were over-represented in tissue overexpressing the *InR* (Supplementary Table S9). However, unlike *Htl^ACT^* overexpressing tissue (Supplementary Table S8), metabolic genes were not over-represented in *InR* overexpressing tissue. Furthermore, genes involved in the innate immune response were enriched in this tissue, but not in *Htl^ACT^* overexpressing tissue (Supplementary Table S9). Thus, overexpression of the *InR* in glia results in a gene expression profile that overlaps with, but has significant differences to that of glia overexpressing *Htl^ACT^*.

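Of the 24 analysed genes of septate junctions and the blood-brain barrier, 15 rose in *InR* tissue and 9 did not pass the test, with the same count adjusted over the list alone. The median log2 fold change of the list was 0.99. Among the 15, *Tsf2* rose from 410.1 ± 27.2 to 1470 ± 39.1 (SD, n = 3 each), a log2 fold change of 1.84 (standard error 0.07, adjusted p = 8.64e-06 from limma), and *cold* by 1.76. The list lay higher than the other genes (camera adjusted p = 1.18e-12, and 0.0101 with an estimated correlation). Most genes in the paper's septate junction class for this tissue are also in this list. That class was found on these samples, so the list test is not independent evidence. In the direct comparison 7 of its genes were lower in *Htl ACT* than in *InR* tissue, *Tsf2* at −0.79 and *cold* at −0.74 among them, and *nrv2* and *loco* were higher, at 1.13 and 0.94 (camera adjusted p = 0.0462 towards *InR*, adjusted p = 0.234 with an estimated correlation). Of 12 surface glial genes 6 rose, such as *Mdr65* by 1.85 (standard error 0.15, adjusted p = 0.000129) and *SPARC* by 1.50 (camera adjusted p = 6.2e-05, 0.0247 with an estimated correlation).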

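In *InR* tissue 4 of 16 genes of fatty acid oxidation, 5 of 23 lipid genes and 2 of 18 carbohydrate genes rose (5, 6 and 2 adjusted over the list alone). The enoyl-CoA hydratase gene *Echs1* rose by a log2 fold change of 0.74 (standard error 0.11, adjusted p = 0.00176 from limma) and *CPT2* by 0.62. *Lsd-1*, a lipid droplet protein gene, rose by 1.52 (standard error 0.21, adjusted p = 0.00133) and *CDase* from 763.5 ± 28.7 to 1484 ± 56 (SD, n = 3 each), by 0.96 (standard error 0.07). *Acadvl* was at 0.50 and under 1.5-fold, and *Treh* at 0.06 (adjusted p = 0.829). The medians were 0.46, 0.36 and 0.04, with camera adjusted p = 5.38e-07 for fatty acid oxidation, 1.16e-07 for lipids and 0.19 for carbohydrates. With an estimated correlation, adjusted p = 0.0983 for fatty acid oxidation and 0.0134 for lipids. Directly compared, 9, 11 and 4 genes of these lists were higher in *Htl ACT* than in *InR* tissue, among them *Treh* at 1.76, *Npc2b* at 2.14 and *Acox57D-d* at 1.25, and *Lsd-1* was lower at −0.85. This difference had camera adjusted p = 1.04e-08, 1.72e-08 and 2.78e-05 for fatty acid oxidation, lipids and carbohydrates, and with an estimated correlation adjusted p = 0.176, 0.017 and 0.325. The paper's metabolic classes were found in *Htl ACT* tissue on these samples, so this direction is not fully independent evidence.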

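Of 27 genes of the Toll and IMD immune pathways that were tested, 14 rose in *InR* tissue and the receptor gene *Tl*, named after its value was seen, fell by 0.60, with the same counts adjusted over the list alone. *Tep4*, a thioester-containing protein gene, rose from a signal of 146.5 ± 35.7 to 1182 ± 345 (SD, n = 3 each), a log2 fold change of 3.00 (standard error 0.25, adjusted p = 0.00013 from limma). The serpin gene *nec* rose to 214.5 ± 36.3, by 2.66 (standard error 0.28, adjusted p = 0.000353), and the Toll ligand gene *spz* to 2472 ± 106, by 2.20 (standard error 0.13, adjusted p = 2.01e-05). *Tsf1* and *Myd88* rose by 3.30 and 2.17, and *Tsf1* also stands in the fat body list. In *Htl ACT* tissue 12 of the 27 genes rose and *Tl* fell by 1.00, and those that rose include *vir-1*, *Spn27A* and *spz* at 2.03, 2.01 and 1.45. Camera gave adjusted p = 6.29e-09 for *InR* and 3.21e-05 for *Htl ACT* tissue, and 0.0134 and 0.0347 with an estimated correlation. Several of the genes, such as *spz* and *Myd88*, also stand in the paper's immune classes for *InR* tissue. Those classes were found on these samples, so the test in *InR* tissue is not independent evidence. In the direct comparison 4 genes were higher and 7 lower in *Htl ACT* than in *InR* tissue, without a shift of the list (camera adjusted p = 0.298). Of 13 hemocyte genes 5 rose in *InR* tissue and *gcm* fell, with *He* by 1.75 (standard error 0.47, adjusted p = 0.0221) and the prophenoloxidase gene *PPO1* by 1.66 among those that rose (camera adjusted p = 0.0162, adjusted p = 0.32 with an estimated correlation). In the brightest 5701 probe sets the hemocyte list was not called (adjusted p = 0.779, lower).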

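When *Htl ACT* and *InR* tissue were compared directly, 464 genes were higher and 552 lower in *Htl ACT* tissue. Of 7 cortex glial genes 6 were higher in *Htl ACT* than in *InR* tissue and 1 did not pass the test, at a median direct log2 fold change of 1.82. *Cyp4g15* had signals of 1544 ± 87.6 in *InR* and 8906 ± 962 in *Htl ACT* tissue (SD, n = 3 each), and the chloride channel gene *ClC-a* differed by 1.83 (adjusted p = 3.73e-05 from limma). The list had camera adjusted p = 1.66e-07, and 0.017 with an estimated correlation. *htl*, which may read the transgene, is 1 of the 6, and without it adjusted p was 4.57e-06, and 0.0311 with an estimated correlation. Of 16 basement membrane genes 9 were lower in *Htl ACT* than in *InR* tissue and *Ndg* was higher by 2.00, with camera adjusted p = 0.0088 (adjusted p = 0.205 with an estimated correlation). The 9 became 6 without control 2 and *InR* 2, with fewer arrays, at a list median of −0.61. Without *InR* 3 as well the median was −0.70. *Tig* read 333.7 ± 69.7 in control, 1185 ± 278 in *Htl ACT* and 3899 ± 710 in *InR* tissue, a direct log2 fold change of −1.73 (standard error 0.22, adjusted p = 0.00128), and the metalloproteinase inhibitor gene *Timp* differed by −0.60. Against control, 7 of the 16 rose and 3 fell in *Htl ACT* tissue (camera adjusted p = 0.0174, adjusted p = 0.192 with an estimated correlation), and 9 rose in *InR* tissue (adjusted p = 9.59e-07, and 0.0247 with an estimated correlation).

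Markers of other tissues differed too. Of 13 hemocyte genes 10 were lower in *Htl ACT* than in *InR* tissue (camera adjusted p = 0.000119, adjusted p = 0.196 with an estimated correlation), and *Ppn* and *Pxn* also stand in the basement membrane list. The 10 became 3 without control 2 and *InR* 2 and 1 without *InR* 3 as well, at list medians of −1.76 and −1.15 and with fewer arrays. The 5 that rose in *InR* against control tissue became 1 in both. *Pxn* was at −1.34 in this comparison, and at 0.49 with the mean of all its probe sets. Of 12 tracheal genes 7 were lower, such as the chitin-binding protein gene *Gasp* at −1.88 (camera adjusted p = 0.00354, adjusted p = 0.325 with an estimated correlation). Of 10 muscle genes 5 were lower, with *sls* at −1.86 (camera adjusted p = 0.0462, adjusted p = 0.325 with an estimated correlation). In *InR* tissue 6 of 11 ring gland genes rose and 2 fell, without a call for the list (camera adjusted p = 0.0513, adjusted p = 0.334 with an estimated correlation). It was called under 11 of 22 alternatives (adjusted p = 0.00207 to 0.0437), and the ecdysone synthesis gene *sad* rose from 97.22 to 610.9 ± 210 (SD, n = 3), by 2.66. In *InR* against control tissue, 5 tracheal and 4 muscle genes rose (camera adjusted p = 0.0164 and 0.042, with an estimated correlation adjusted p = 0.334 and 0.32), and of 8 fat body genes *Tsf1* passed the test alone while the list was called higher (adjusted p = 0.00548, adjusted p = 0.214 with an estimated correlation). Both muscle calls ended after quantile normalization (adjusted p = 0.0618 and 0.059). The tracheal call in *InR* tissue ended without control 2 and *InR* 2 (adjusted p = 0.0579), and without *InR* 3 as well (0.0953). Genes higher in *Htl ACT* tissue were 45.7% of those that differed, and 59.3% (543 and 373 genes) after quantile normalization and 56.1% (555 and 434) after median centring. From the glial and septate junction genes, the paper proposes that the increased genes are enriched for glial expression. It also draws on changes of *repo* and *pnt* that correlate with counted glia, and on reporters of *kayak* and *hairy* seen in glia. From the shared and separate genes and the over-represented classes of both tissues, it concludes that the profiles of *InR* and *Htl ACT* overexpressing tissue overlap and differ. From staining for Repo and PntP2, it proposes that the glial subtypes that proliferate are partly distinct.

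**Figure D2:**
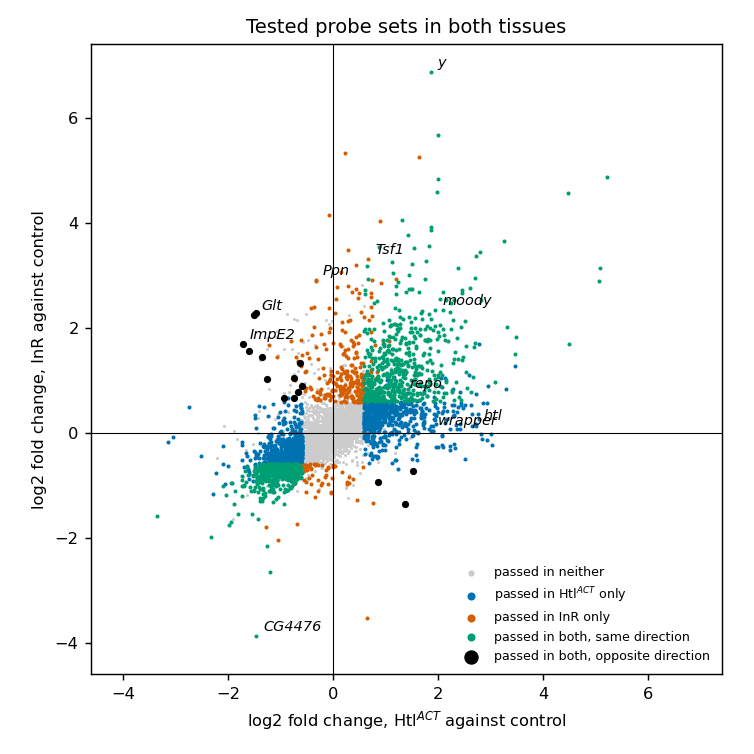
Log2 fold change against control in *Htl ACT* (horizontal) and *InR* tissue (vertical) of the 8552 tested probe sets, coloured by the tissue in which each passed the test. In the plot 535 probe sets rose and 500 fell in both tissues; *repo* and *moody* lie among the former, and *htl* and *wrapper* rose in *Htl ACT* tissue with 0.13 and 0.04 in *InR* tissue.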

We hypothesised that neuronal specific genes would be over-represented in the group of genes whose expression was significantly decreased in tissue overexpressing *Htl^ACT^* or the *InR* in glia. The expression of 1654 genes was significantly decreased ≥1.5 fold in CNS tissue overexpressing *Htl^ACT^* in glia (Supplementary Table S5), while the expression of 240 genes were significantly decreased ≥1.5 fold in *InR* overexpressing tissue (Supplementary Table S6). 

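Among genes with decreased expression, *FMRFa*, which encodes a neuropeptide precursor, fell in *Htl ACT* tissue from a signal of 1378 ± 211 to 475.5 ± 45.4 (SD, n = 3 each), a log2 fold change of −1.53 (standard error 0.13, adjusted p = 5.69e-05 from limma). The proneural gene *l(1)sc* fell by 1.55 in both tissues, from 424.1 ± 100 to 142.5 ± 15.1 and 142.7 ± 8.67. In *InR* tissue *CG4476* fell furthest, from 574.4 ± 132 to 44.12 ± 29.8, by a log2 fold change of −3.88 (standard error 0.43, adjusted p = 0.000501). In all, 1640 genes fell in *Htl ACT* tissue, 574 of them at least 2-fold, and 563 fell in *InR* tissue, 70 of them at least 2-fold. The count for *InR* tissue moved with the settings, to 348 without a filter on mean signal, 308 in the brightest 5701 probe sets, 340 with SAM and 243 at the false discovery rate of the study.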

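The zinc finger gene *erm*, expressed in intermediate neural progenitors, read 2949 ± 83.5 in control, 1212 ± 163 in *Htl ACT* and 1580 ± 73.8 in *InR* tissue (SD, n = 3 each). Its log2 fold changes were −1.29 (adjusted p = 4.87e-05) and −0.90 (adjusted p = 0.000575, both from limma). The neuropeptide gene *AstC* fell by 1.17 and 1.11, and the insulin-like peptide gene *Ilp5* by 0.95 and 0.99. Of the 563 genes that fell in *InR* tissue, 500 (88.8%) fell in *Htl ACT* tissue as well and 63 did not, 3 of which rose there. Independent lists would share 108 genes, and no shared gene arose in 100 simulations of unchanged groups against the same controls, which leave out what shared controls add where both groups change. Of the 1140 genes that fell in *Htl ACT* and not in *InR* tissue, 12 rose in *InR* tissue, and 209 were lower in *Htl ACT* than in *InR* tissue in the direct test. As in the increased genes, part of the overlap may come from the shared control arrays.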

Of the 240 genes whose expression was significantly decreased in *InR* overexpressing tissue 89% (213) were also decreased in *Htl^ACT^* overexpressing tissue (Supplementary Table S7). GO analysis of genes with significantly decreased expression in tissue overexpressing *Htl^ACT^* in glia showed that cellular processes including ‘generation of neurons’, ‘neuron differentiation’, ‘neuron development’, ‘axonogenesis’, ‘axon guidance’, ‘neuroblast differentiation’ and ‘synaptic transmission’ were all over-represented (Supplementary Table S9). 

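Of 39 pan-neuronal and synaptic genes tested, 34 fell in *Htl ACT* tissue and the rest did not pass the test, with the same count adjusted over the list alone. *VAChT*, the vesicular acetylcholine transporter gene, fell from a signal of 1164 ± 34.5 to 479.4 ± 65.9 (SD, n = 3 each), a log2 fold change of −1.29 (standard error 0.15, adjusted p = 0.000276 from limma). *Appl*, the amyloid precursor protein gene of neurons, fell from 6858 ± 378 to 3191 ± 453, by 1.11 (standard error 0.12, adjusted p = 0.000146). The dopamine genes *Ddc* and *DAT* fell by 1.32 and 1.31, and the active zone gene *brp* by 1.23 (standard error 0.45, adjusted p = 0.0469). The median of the list was −1.05 and its camera adjusted p = 1.9e-06 (adjusted p = 0.201 with an estimated correlation). Of 26 neuroblast genes 23 fell, at a median of −0.94, including *tll*, *Hey* and *nab* at −1.20, −1.16 and −1.16 (camera adjusted p = 1.16e-06, and 0.028 with an estimated correlation). The paper's neuronal, synaptic and neuroblast classes for this tissue were found on these samples, and both lists were set after its tables had been read. The tests of both lists are therefore not fully independent evidence. In *InR* tissue 10 of the 39 neuronal genes fell, at a median of −0.50 (camera adjusted p = 0.000271, adjusted p = 0.331 with an estimated correlation), and 15 of the 26 neuroblast genes, at −0.64 (3.49e-06, and 0.0247 with an estimated correlation). Without control 2 and *InR* 2, with fewer arrays, 3 neuronal and 12 neuroblast genes passed, at medians of −0.41 and −0.63, and without *InR* 3 as well limma called 0 and 3. Compared directly, 8 neuronal and 4 neuroblast genes were lower in *Htl ACT* than in *InR* tissue, among them *Ddc* at −1.80 and *klu* at −1.41. The 8 became 4 after quantile normalization and 3 after median centring. Camera gave adjusted p = 0.000203 and 0.00391 for this difference, and with an estimated correlation adjusted p = 0.325 and 0.189.

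**Figure D3:**
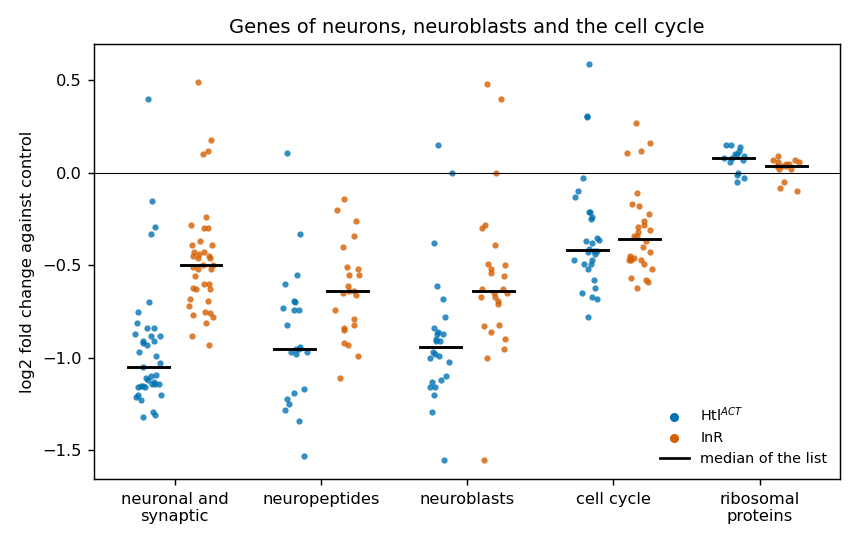
Log2 fold change against control of each tested gene of 5 lists in *Htl ACT* and *InR* tissue, with list medians as bars. Medians in *Htl ACT* tissue were −1.05 for neuronal and synaptic genes, −0.95 for neuropeptides and −0.94 for neuroblast genes, −0.42 for cell cycle genes and 0.08 for ribosomal protein genes.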

Very few GO classes were over-represented in the group of genes with significantly decreased expression from tissue overexpressing the *InR* in glia, but one of these was ‘neuropeptide signalling pathway’ (Supplementary Table  S11). These bioinformatic analyses suggest that the group of genes with differentially decreased expression is strongly enriched for genes expressed in neurons in the larval CNS. However, this group may also include genes whose expression in glia is suppressed by overexpression of *Htl^ACT^* or the *InR*.

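Of 23 tested genes of neuropeptides and their processing, 13 fell in *InR* tissue (14 adjusted over the list alone), at a median log2 fold change of −0.64 over the list. Without control 2 and *InR* 2, with fewer arrays, 9 passed, at a median of −0.70, and without *InR* 3 as well the median was −0.67. *Crz* fell from a signal of 1510 ± 277 to 784.8 ± 70 (SD, n = 3 each), by 0.93 (standard error 0.2, adjusted p = 0.00855 from limma), and *sNPF* by 0.92. *Crz* did not pass at the false discovery rate of the study or without control 2 and *InR* 2 (adjusted p = 0.0693). For *FMRFa* the log2 fold change was −0.82 (standard error 0.13, adjusted p = 0.00246) and for *NPF* −0.74. The list lay lower than the other genes (camera adjusted p = 9.29e-07, adjusted p = 0.198 with an estimated correlation). *Crz* and *FMRFa* are among the genes of this list that also stand in the paper's neuropeptide class for this tissue, found on these samples. This test is therefore not independent evidence. In *Htl ACT* tissue 20 of the 23 fell, at a median of −0.95, *Proc* at −1.34 and *sNPF* at −1.28 among them (camera adjusted p = 5.89e-06, adjusted p = 0.201 with an estimated correlation). Compared directly, *FMRFa* was lower in *Htl ACT* than in *InR* tissue at −0.71 and *ITP* higher at 0.66, and no other member passed the test (camera adjusted p = 0.0274, adjusted p = 0.483 with an estimated correlation).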

### 1.3 Expression analysis of TFs expressed in superficial glia in the post-embryonic brain

Although several of the genes whose expression was significantly increased in both *Htl^ACT^* and *InR* overexpressing CNS tissue had been previously shown to function in glia, we sought to experimentally test the efficacy of the microarray datasets as a source of genes that are expressed in cortex glia and/or surface glia (perineurial and sub-perineurial glia) in the brain. We focused on TFs, as these frequently play important roles in gliogenesis. 

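The nuclear receptor gene *Hnf4* read 244.2 ± 42.7 in control and 529 ± 88.9 in *Htl ACT* tissue (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.16, adjusted p = 0.000679 from limma). *CG3328* rose from 267.4 ± 17.2 to 975.5 ± 76.4, by 1.87 (standard error 0.17, adjusted p = 8.06e-05), and *Kr* from 98.37 ± 43.6 to 366.7 ± 83.4. *hry*, named hairy in the paper, rose by 1.16 and *gem* by 0.87. Of the 14 transcription factor genes of Table 1 that were tested, 13 rose in *Htl ACT* tissue and *NFAT* at 0.87 did not pass the test (adjusted p = 0.206). *Eaf* at 0.60 was under 1.5-fold after a pseudocount was added (0.58). *Pif1A* read 7.082, 12.25 and 8.425 in control, *Htl ACT* and *InR* tissue, which is below the signals tested. Of 7 transcription factor genes of Table 2 that were tested, all 7 rose in *InR* tissue. *kipf*, named CG2678 in the paper, rose by 1.31 (standard error 0.16, adjusted p = 0.000898) and *exp*, named CG13188, by 0.81. The same counts held adjusted over each list alone. The study chose both sets on these samples, so their camera tests (adjusted p = 5.21e-07 and 1.82e-05, and 0.0347 and 0.0487 with an estimated correlation) are not independent evidence.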

The expression of 21 TFs was significantly increased in *Htl^ACT^* overexpressing tissue (Table 1), while the expression of 10 TFs was significantly increased in *InR* overexpressing tissue (Table 2). 

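Of the transcription factor genes of Table 1, 5 of the 14 tested rose in *InR* tissue: *dl*, *kipf*, *exp*, *repo* and *hry*. The basic helix-loop-helix gene *hry* read 677.4 ± 186 in control, 1475 ± 199 in *Htl ACT* and 1263 ± 179 in *InR* tissue (SD, n = 3 each). Its log2 fold change in *InR* tissue was 0.93 (standard error 0.22, adjusted p = 0.0132 from limma), which did not pass without a filter on mean signal (adjusted p = 0.0593). In the direct test 4 of the 14 genes were higher in *Htl ACT* tissue: *Kr* at 1.65 (adjusted p = 0.0067), *CG3328* at 1.73, *edl* at 1.22 and *Hnf4* at 0.59 (adjusted p = 0.0305). *hry* at 0.23 and *Eaf* at 0.38 were among those that did not pass it. The AP-1 gene *kay* read 508.9 ± 114 in control, 753.1 ± 63.4 in *Htl ACT* and 1032 ± 274 in *InR* tissue. Its log2 fold change was 1.01 in *InR* (standard error 0.22, adjusted p = 0.0104) and 0.58 in *Htl ACT* tissue (adjusted p = 0.0527), and the direct difference of −0.42 did not pass (adjusted p = 0.203). With the mean of all its probe sets *kay* was at 0.2 in *InR* tissue. *ci* rose in *InR* tissue by 0.62 (adjusted p = 0.00648), and its 0.56 in *Htl ACT* tissue was under 1.5-fold, with a direct difference of −0.06. Of the Table 2 genes tested, *kni* was lower in *Htl ACT* than in *InR* tissue by the direct test.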

Fifteen of the TFs whose expression was increased in *Htl^ACT^* overexpressing tissue were not increased in *InR* tissue (Table 1), while four (*kni, kay, Usf* and *ci*) were unique to *InR* overexpressing tissue (Table 2). We tested antibodies against several of the TFs identified (Dorsal, Krüppel, Knirps, cubitus interruptus, FoxO and Mef2), but these gave either weak staining or high background staining in the larval brain (data not shown). However, a GFP fusion of *kayak* showed expression in both cortex and surface glia in the larval brain (Fig. 3A). Also, a *lacZ* enhancer trap in *hairy* (*h^E11^*) showed clear β-galactosidase expression specifically in cortex glia (Fig. 3B). Moreover, inhibition of glial proliferation by knock-down of *htl* using *repo-Gal4* caused a dramatic reduction in the number of *hairy* expressing glia (Fig. 3C). These results further validate the glial enriched gene expression datasets as a source of glial-expressed genes and also as a means of identifying genes whose expression is specific at least to cortex glia.

**Table 1:** TFs with significantly increased expression ≥ 1.5 fold in *repo-Gal4, UAS-Htl^Act^* CNS tissue.

Gene	Fold expression change	Characterised role in glia
*pointed* (*pnt*)*	4.96	Yes (Klambt, 1993)
*Kruppel* (*Kr*)*	3.9	Yes (Romani et al., 1996)
CG3328*	3.65	No
*Pif1A*	2.9	No
Hnf4*	2.17	No
*dorsal* (*dl*)	2.72	Yes (Kato et al., 2009)
CrebA*	2.62	No
*Repo*	2.5	Yes (Xiong et al., 1994)
*Hairy* (*h*)*	2.23	Yes (Giangrande, 1995)
*tramtrack* (*ttk*)	2.1	Yes, this study and (Badenhorst, 2001)
Xbp1*	1.88	Yes (Sone et al., 2013)
foxO*	1.87	Yes, this study and (Lavery et al., 2007)
*Gemini* (*gem*)*	1.83	No
Edl*	1.83	Yes (Yamada et al., 2003)
NFAT*	1.83	No
*CG2678*	1.71	No
Mef2*	1.66	No
*CG13188*	1.63	No
cup*	1.55	No
luna*	1.54	No
Eaf*	1.52	No

* Expression not significantly increased in *repo-Gal4, UAS-InR* CNS tissue.

**Table 2:** TFs with significantly increased expression ≥ 1.5 fold in *repo-Gal4, UAS-InR* CNS tissue.

Gene	Fold expression change	Characterised role in glia
*dorsal* (*dl*)	2.88	Yes (Kato et al., 2009)
*CG2678*	2.48	No
*knirps* (*kni*)*	2.31	No
*kayak* (*kay*)*	2.01	Yes (Macdonald et al., 2013)
*Pif1A*	2.0	No
Usf*	1.9	No
*tramtrack* (*ttk*)	1.82	Yes, this study and (Badenhorst, 2001)
*CG13188*	1.75	No
*repo*	1.68	Yes (Xiong et al., 1994)
*cubitus interruptus* (*ci*)*	1.54	Yes (Rangarajan et al., 2001)

* Expression not significantly increased in *repo-Gal4, UAS-Htl^ACT^* CNS tissue.

**Fig. 3:**
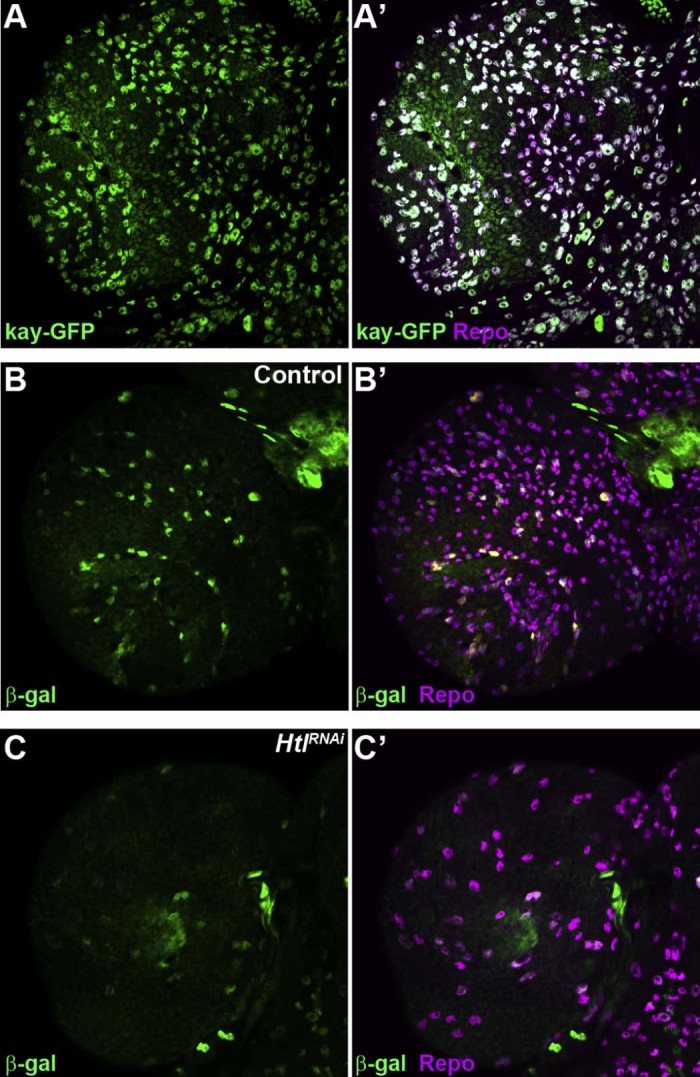
* kayak* and *hairy* are expressed in glia in the brain. (A,A') Superficial layer of a late third instar larval brain expressing kayak-GFP (kay-GFP) stained for GFP (green) and Repo (magenta) expression. (B,B') β-Galactosidase expression (green) in the superficial layer of a control brain from a *h^E11^* enhancer trap larva, co-stained for Repo expression (magenta). (C,C') β-Galactosidase expression (green) in the superficial layer of a *repo-Gal4>htl^RNAi^* third instar larval brain carrying the *h^E11^* enhancer trap, co-stained for Repo expression (magenta).

### 1.4 *foxO* and *tramtrack* regulate glial proliferation in the *Drosophila* post-embryonic brain

To test whether the glial enriched gene expression datasets could be used to identify genes involved in the regulation of glial proliferation in the post-embryonic brain we focused on two of the TFs identified in these datasets, *foxO* and *tramtrack* (*ttk*) (Table 1, Table 2). *foxO* and *ttk* have both been found previously to have roles in glial development in *Drosophila*, but their potential roles in glial proliferation in the post-embryonic brain are not known. FoxO is a negative regulator of growth, acting downstream of the InR and PI3K (Eijkelenboom and Burgering, 2013). FoxO has been shown to act in the InR pathway to regulate perineurial glial size in the peripheral nervous system (Lavery et al., 2007). *ttk* is a transcriptional repressor that acts to inhibit the expression of neuronal genes in embryonic glial development and to negatively regulate the proliferation of embryonic longitudinal glia (Badenhorst, 2001).

To test the requirement for *foxO* in cortex and perineurial glia we generated *repo*-MARCM clones homozygous for a loss-of-function (LOF) mutation in *foxO* (*foxO^25^*). Loss of *foxO* did not affect the size of either cortex or perineurial glial clones (Fig. 4B,F,I,J). FoxO regulates growth control downstream of the InR, but *foxO* mutants do not have a growth phenotype, whereas overexpression of *foxO* inhibits growth (Junger et al., 2003). We therefore overexpressed *foxO* using *repo*-MARCM and found that this did not affect cortex clones but caused a significant reduction in perineurial glial clone size (Fig. 4C,G,I,J). Therefore, *foxO* is sufficient to inhibit glial proliferation specifically in perineurial glia.

**Fig. 4:**
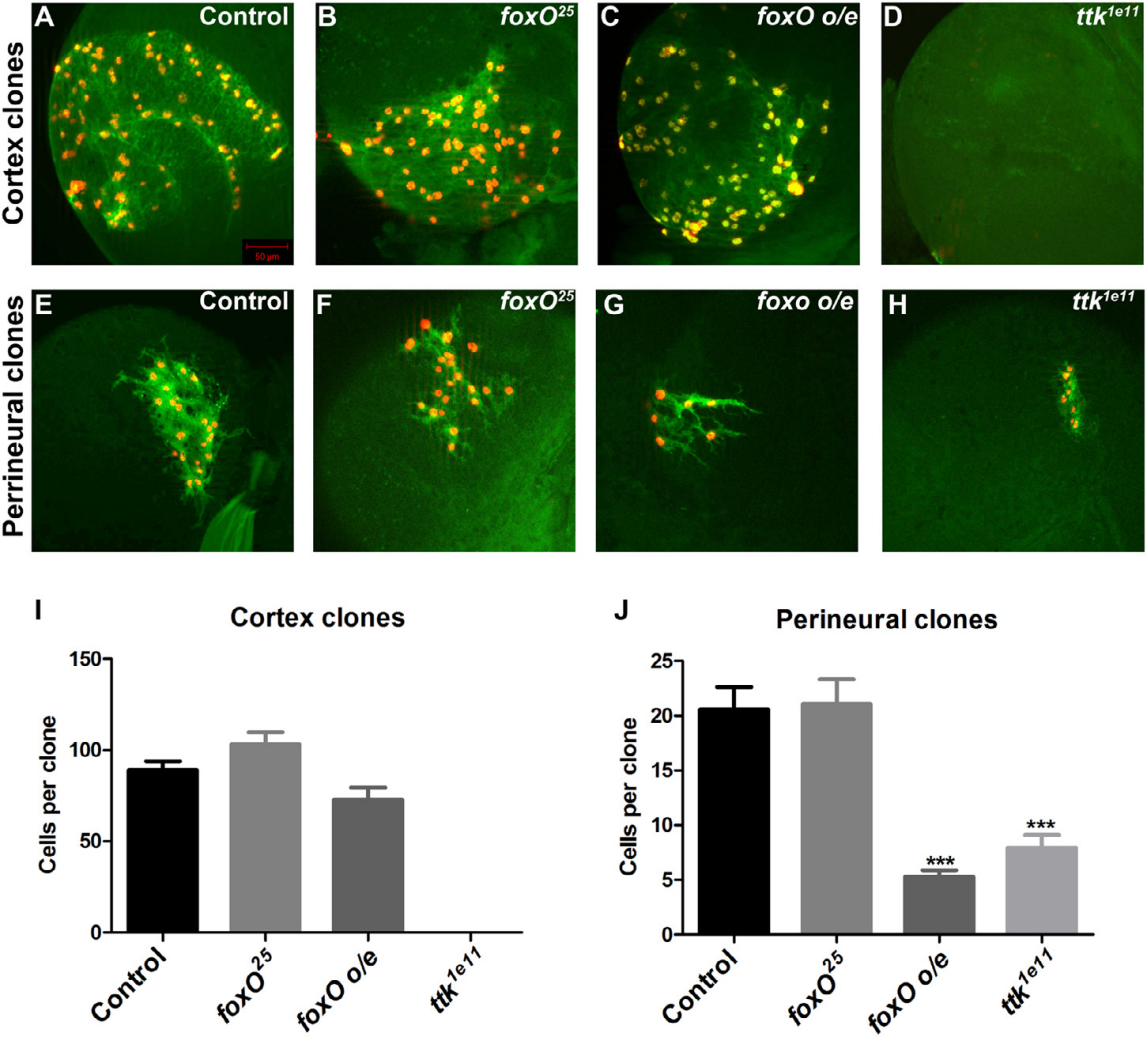
* foxO* and *ttk69* regulate glial proliferation in the postembryonic brain. (A–D) Representative *repo*-MARCM cortex clones marked with GFP (green) and nuclear-RFP (red) expression. (E–H) Representative *repo*-MARCM perineurial clones marked with GFP (green) and nuclear-RFP (red) expression. (I) Quantification of cortex *repo-*MARCM clone sizes. Average clone size of *FRT82B* control clones (n = 10), *foxO^25^* (n = 9), *foxO* overexpression (o/e) (n = 8) and *ttk^1e11^* clones (no cortex clones were observed in >50 brains). (J) Quantification of perineurial *repo-*MARCM clone sizes. Average clone size of *FRT82B* control clones (n = 34), *foxO^25^* (n = 49), *foxO* overexpression (o/e) (n = 24) and *ttk^1e11^* clones (n = 24). Data are represented as mean +/− SEM. ***p < 0.001.

Ttk is a transcriptional repressor and its first characterised functional role was in cell fate determination in the *Drosophila* eye (Xiong and Montell, 1993). *Drosophila* has two Ttk isoforms, Ttk88 and Ttk69, which differ in their carboxyl-terminal DNA binding zinc finger domains (Harrison, Travers, 1990, Read, Manley, 1992). *ttk88* is not required for glial development in the *Drosophila* embryo, whereas loss of *ttk69* causes increased proliferation of longitudinal glia (Badenhorst, 2001). Surprisingly, LOF *repo*-MARCM analysis of *ttk* using *ttk^1e11^*, an allele specific to the Ttk69 isoform (Lai and Li, 1999), demonstrated that *ttk69* is positively required in both cortex and perineurial glia. We did not observe a single cortex clone that was mutant for *ttk69* and perineurial *ttk69* clones were significantly smaller than control clones (Fig. 4D,H–J). Therefore, *ttk69* is a key regulator of both cortex and perineurial glial proliferation in the *Drosophila* post-embryonic brain.

The proliferative potential of differentiated glia has recently been demonstrated in both the *Drosophila* and vertebrate CNS, but the genetic regulation of this process is poorly understood. We profiled the global gene expression pattern of CNS tissue enriched for different subsets of glial cells through activation of either FGF or InR signalling. Our data and analyses strongly suggest that these glial transcriptomes are highly enriched for overlapping but distinct sets of glial genes and can be used as a resource for identification of novel glial genes expressed in specific glial subtypes. Conversely, the set of genes whose expression is decreased provides a resource of neuronally expressed genes. As a proof-of-principle we then used these data to identify two genes that specifically regulate cortex and perineurial glial proliferation in the post-embryonic brain.

Three studies have previously attempted to identify glial genes by gene expression profiling, all in the *Drosophila* embryo (Altenhein et al, 2006, Egger et al, 2002, Freeman, Doherty, 2006). The first two studies induced gliogenesis by ectopic expression of *gcm* in the embryonic nervous system (Egger et al, 2002, Freeman et al, 2003). Freeman et al. (2003) found a high rate of false positives (88%) when the differentially regulated genes were analysed by in situ hybridisation and suggested a similar rate of false positives in the genes identified by Egger et al. (2002). In addition to microarray analysis Freeman et al. combined expression databases and computational analysis of *gcm* target genes to identify 45 new *Drosophila* glial genes (Freeman et al., 2003). With the goal of improving on these earlier studies Altenhein et al., in addition to ectopic *gcm* expression, used *gcm* mutant embryos to identify glial genes (Altenhein et al., 2006). Surprisingly, there was not a great deal of overlap between the differentially regulated genes identified in these three studies (Altenhein et al., 2006). Similarly, we found a relatively low degree of overlap between the genes identified in these previous studies and the genes with significantly increased expression from larval CNS tissue overexpressing *Htl^ACT^* in glia. Twenty-one per cent (68 of 328) of the glial genes identified by Altenhein et al. (2006), 31% (14 of 45) of the glial genes identified by Freeman et al. (2003), and 9% (23 of 257) of the glial genes from the Egger et al. (2002), study were present in our *Htl^ACT^* significantly increased gene set (Supplementary Table S1). To some extent this is not surprising as our study used the late third instar larval CNS and induced gliogenesis through overexpression of *Htl^ACT^*, rather than overexpression or loss of *gcm*. The differences may also reflect the different gene expression patterns of glia generated through glial cell division and glia generated through ectopic differentiation from neuroglioblast precursors.

The first question we aimed to address using gene expression profiling was the identity of factors that define specific glial subtypes. Overexpression of *Htl^ACT^* and the *InR* drives the proliferation of different but overlapping glial subtypes and this is reflected in the sets of genes whose expression was significantly increased in either tissue. Focusing on TFs we found that *kayak* is expressed in cortex and surface glia, while *hairy* expression is specific to cortex glia. Taken together our data extend our previous work demonstrating that cortex and surface glial have distinct gene expression signatures that define each glial subtype.

The second question we aimed to address was the identity of novel genes and pathways that regulate the proliferation of specific glial subtypes. 

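The NF-kappaB family gene dorsal (*dl*) read 88.47 ± 22.3 in control, 236.9 ± 29.1 in *Htl ACT* and 250 ± 26.5 in *InR* tissue (SD, n = 3 each). It rose in both, with log2 fold changes of 1.45 (standard error 0.19, adjusted p = 0.000439) and 1.53 (standard error 0.19, adjusted p = 0.000901, both from limma). *foxo*, the forkhead factor gene of the insulin pathway, read 148.4 ± 10.9, 277 ± 18.7 and 201.1 ± 37.2. It rose in *Htl ACT* tissue by 0.90 (standard error 0.14, adjusted p = 0.00087), and its 0.42 in *InR* tissue was under 1.5-fold (adjusted p = 0.0423). *ci*, the Hedgehog pathway factor gene, read 1147 ± 85.4, 1694 ± 190 and 1767 ± 225, and without control 2 and *InR* 2, left out after the data were seen, its adjusted p in *InR* tissue was 0.0602.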

TFs such as *dorsal, foxO* and *ci*, whose expression was significantly increased in *Htl^ACT^* and *InR* overexpressing tissue (Table 1, Table 2), are known to regulate cell proliferation in other contexts and so are good candidates as regulators of glial proliferation. *Mef2* had not been previously shown to have a role in glia, but was differentially upregulated in *Htl^ACT^* (but not *InR*) overexpressing CNS tissue (Table 1). *Mef2* has recently been shown to act synergistically with Notch to activate cell proliferation by inducing the expression of the matrix metalloproteinase *Mmp1* and the TNF ligand *eiger* (*egr*) in *Drosophila* (Pallavi et al., 2012). 

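*egr*, the tumour necrosis factor gene of *Drosophila*, read 2097 ± 266 in control, 8162 ± 702 in *Htl ACT* and 3241 ± 128 in *InR* tissue (SD, n = 3 each). Its log2 fold change was 1.96 in *Htl ACT* (standard error 0.11, adjusted p = 1.01e-05) and 0.64 in *InR* tissue (standard error 0.11, adjusted p = 0.00321, both from limma). The direct difference was 1.33 (adjusted p = 0.000133). With the mean of all its probe sets the value in *InR* tissue was 0.52, under 1.5-fold.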

Interestingly, the expression of both *Mmp1* and *egr* are also increased in *Htl^ACT^* overexpressing tissue (Supplementary Table S1). *Mef2* has also been identified as a transcriptional target of *dorsal* in the embryonic mesoderm (Stathopoulos et al., 2002), suggesting a potential hierarchical relationship between *dorsal* and *Mef2* in regulating glial proliferation in the larval CNS.

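The nuclear receptor gene *kni* read 30.37 ± 7.17 in control, 31.12 ± 0.288 in *Htl ACT* and 68.16 ± 18 in *InR* tissue (SD, n = 3 each), close to the lowest signals tested. Its log2 fold change was 0.07 in *Htl ACT* (adjusted p = 0.827) and 1.16 in *InR* tissue (standard error 0.23, adjusted p = 0.00714 from limma). The direct difference of −1.09 passed the test (adjusted p = 0.0127). At the false discovery rate of the study the increase in *InR* tissue did not pass.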

A second TF that had not been previously recognised to have a role in glia, but whose expression was significantly increased in *InR* overexpressing tissue (Table 2), is the gap gene *knirps. knirps* is required for embryonic segmentation and has also been shown to act downstream of Decapentaplegic (Dpp) signalling in the *Drosophila* tracheal system (Chen et al., 1998). Dpp signalling regulates glial proliferation in the *Drosophila* eye (Rangarajan et al., 2001) and Dpp expression is significantly increased in both *Htl^ACT^* and *InR* overexpressing tissue (Supplementary Tables S1 and S2). 

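*dpp*, the BMP family ligand gene, read 163.5 ± 23.1 in control, 254.3 ± 40.6 in *Htl ACT* and 607.7 ± 74.6 in *InR* tissue (SD, n = 3 each). It rose in both, by log2 fold changes of 0.64 (standard error 0.15, adjusted p = 0.00795) and 1.90 (standard error 0.15, adjusted p = 0.000112, both from limma). The increase was smaller in *Htl ACT* than in *InR* tissue, with a direct log2 fold change of −1.26 (adjusted p = 0.00105). Without control 2 and *InR* 2, left out after the data were seen, *dpp* in *Htl ACT* tissue was at 0.54 and under 1.5-fold. Of 16 tested genes of the Dpp pathway, 4 rose and 4 fell in *Htl ACT* tissue and 4 rose and 1 fell in *InR* tissue, without a shift of the list (camera adjusted p = 0.962 and 0.222). The BMP-binding protein gene *cv-2* rose in *InR* tissue by 1.76 (standard error 0.32, adjusted p = 0.00482), and the metalloprotease gene *tld* fell in *Htl ACT* and *InR* tissue by 1.27 and 0.85.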

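The type I receptor gene *tkv* read 1511 ± 47.2 in control, 3117 ± 169 in *Htl ACT* and 1352 ± 71.2 in *InR* tissue (SD, n = 3 each). It rose in *Htl ACT* tissue by a log2 fold change of 1.04 (standard error 0.07, adjusted p = 2.73e-05 from limma) and was at −0.16 in *InR* tissue (adjusted p = 0.117), a direct difference of 1.21 (adjusted p = 4.69e-05). *gbb*, which encodes a BMP family ligand, read 1174 ± 19, 2044 ± 85.5 and 1805 ± 29.8. Its log2 fold changes were 0.80 (adjusted p = 4.23e-05) in *Htl ACT* and 0.62 (standard error 0.06, adjusted p = 0.000276) in *InR* tissue, and these did not differ directly (0.18, adjusted p = 0.0677).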

Expression of the Dpp receptors *thickvein* (*tkv*) and *glass bottom boat* (*gbb*) are also significantly increased in *Htl^ACT^* overexpressing tissue (Supplementary Table S1). Thus, *knirps* may act downstream of Dpp signalling to regulate the proliferation of cortex glia.

To test whether two of the TFs we identified were required for proliferation of either cortex or perineurial glia we used *repo*-MARCM LOF analysis. We found that *foxO* is not necessary for glial proliferation, but is sufficient to specifically inhibit the proliferation of perineurial glia. FoxO is a negative regulator of growth and upon activation of the InR pathway FoxO is phosphorylated by AKT, which causes FoxO to be sequestered in the cytoplasm (Junger et al., 2003). We previously proposed a model in which PI3K signalling acts together with the FGF pathway to regulate perineurial glial proliferation, whereas PI3K signalling is not required for cortex glia proliferation (Avet-Rochex et al., 2012). The inhibition of perineurial but not cortex glial proliferation by *foxO* overexpression fits well with this model and extends our previous findings, suggesting that FoxO acts as a negative regulator of perineurial glial proliferation downstream of InR/PI3K signalling specifically in perineurial glia.

We also found that *ttk69* is positively required for the proliferation of both cortex and perineurial glia. Although *ttk69* is a negative regulator of longitudinal glial proliferation in the *Drosophila* embryo (Badenhorst, 2001), *ttk69* is positively required to promote photoreceptor development in the late pupal stage during *Drosophila* eye development (Lai and Li, 1999), thus a positive role for *ttk69* is not unprecedented. *ttk69* is absolutely required for cortex glial proliferation but only partially required in perineurial glia. This phenotype is very similar to the requirement for components of the FGF pathway in glial proliferation (Avet-Rochex et al., 2012). We therefore suggest that Ttk69 acts downstream of FGF signalling to regulate cortex and perineurial glial proliferation in the larval brain.

### 1.5 Conclusions

Future studies will fully dissect the roles of *foxO* and *ttk* in glial proliferation, but our data demonstrate that the glial transcriptomes we have characterised can be used to identify genes that have key roles in regulating subtype specific glial proliferation in the larval brain.

## 2 Experimental procedures

### 2.1 *Drosophila* stocks

Flies were maintained on standard yeast, glucose, agar food at 25 °C unless otherwise stated. *h^E11^* was from David Ish-Horowicz and *FRT82B,foxO^25^* from Helen McNeill. *FRT82B, Kay-GFP, UAS-Htl^ACT^, UAS-InR, UAS-foxO, FRT82B, ttk^1e11^, UAS-RedStinger* and *repo-Gal4* were from the Bloomington Stock Center. The *repo-*MARCM stock genotype was as described previously (Avet-Rochex et al., 2012), but using UAS-RedStinger instead of UAS-nLacZ to visualise nuclei: UAS-*RedStinger*; *repo-flp, repo-Gal4, UAS-actinGFP*; *FRT82B, tub-Gal80*. Knock-down of *htl* was performed as described previously (Avet-Rochex et al., 2012).

### 2.2 Immunofluorescence and imaging

Antibody staining was performed as previously described (Avet-Rochex et al., 2012). Antibodies were mouse anti-Repo (DSHB, 1/100), rat anti-PntP2 (Avet-Rochex et al., 2012; 1/500), chicken anti-β-galactosidase (Abcam, 1/1000), rabbit anti-GFP (Molecular Probes, 1/1000). Secondary antibodies were from Invitrogen. Imaging was performed on a Zeiss LSM 710 and images were processed in Adobe Photoshop.

*repo-*MARCM clone sizes were quantified manually in ImageJ by quantifying numbers of RFP positive nuclei per clone. Statistical analysis was performed in GraphPad Prism using one way ANOVA with Dunnett's post hoc test.

### 2.3 Microarray experiments and data analysis

For microarray analysis, the complete CNS from 10–15 wandering third instar larvae were dissected in PBS on ice and then transferred into 100 µl of cold lysis buffer from the Absolutely RNA Microprep kit (Stratagene) and vortexed for 5 s. Total RNA was then prepared using this kit according to the manufacturer's instructions. For each genotype RNA samples were prepared in triplicate and stored at −80 °C. cRNA was prepared from 500 ng of total RNA using the Ambion Premier kit (Ambion) and hybridisations were performed using the Genechip 3'IVT kit (Affymetrix) on Genechip *Drosophila* Genome 2.0 Arrays (Affymetrix). Imaging of the arrays was performed using the Affymetrix GCS3000 microarray system.

Data normalisation was performed using the Microarray Suite version 5 (MAS 5.0) statistical algorithm using the Affymetrix Expression Console software. Probes where the detection p-value (calculated using the intensity value of a perfect match to a mismatch sequence) was >0.06 in any of the samples were classed as ‘absent’ (A) and excluded from further analysis. Using this criterion, 8638 and 8779 unique probes were included for control versus *Htl^ACT^* tissue and control versus *InR* tissue respectively. Relative differences in gene expression were calculated using the array statistical programme Significance Analysis of Microarrays (SAM) (Tusher et al., 2001). SAM uses gene expression measurements and a response variable to determine if the expression of any genes is significantly related to the response. We used a two class unpaired response type, using log_2_ of the raw expression values, selecting genes whose expression had increased either ≥1.5 or decreased ≤1.5 fold with a false discovery rate of 0.58% (*repo-Gal4>Htl^ACT^*) and 0.56% (*repo-Gal4>InR*).

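When SAM was run on the tested genes at these rates, 20 permutations gave rates of 0.564% for *Htl ACT* and 0.556% for *InR* tissue and called 2701 and 1060 genes at a fold change of at least 1.5. Of these, 340 were lower in *InR* tissue and 306 were lower in both. The glial genes *repo*, *moody* and *Gli* were called higher in both tissues. On data simulated for *Htl ACT* against control tissue with 200 changed genes of 8552, limma found 33.7% of genes changed 1.5-fold, 78.7% of those changed 2-fold and 94.8% of those changed 4-fold, and SAM 7%, 45.5% and 82.2%. There limma was run at an adjusted p of 0.05 and SAM at a rate of 0.58%, so these shares do not compare the methods. Genes changed exactly 1.5-fold lie at the fold limit, and far fewer genes were changed than were called in the data.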

Volcano plots were generated using GraphPad Prism 5. Heat maps were generated from log_2_ values of the expression change values using Cluster 3.0 (Eisen et al., 1998) and Java Treeview (Saldanha, 2004). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE46317 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE46317).

### 2.4 Gene ontology (GO) analysis

GO enriched cellular processes in the differentially regulated gene sets were determined using the Generic GO Term Finder (Boyle et al., 2004). The complete gene list (excluding absent probes) from which the differentially regulated genes were identified was used as the background population.

## Appendix Supplementary material

Table S1 Genes with significantly increased expression ≥ 1.5 fold in repo-Gal4, UAS-HtlACT CNS tissue.

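Of the genes in Table S1, 890 were named on a probe set analysed here and 869 of them (97.6%) were higher in *Htl ACT* tissue, *repo*, *bnb* and *wrapper* among them. For 853 genes (95.8%) the fold change was within 1% of the value in the table. Another 119 named genes were higher here and are not in the table, and 2 of the table's genes were lower. The table was made after a filter on detection p-values, which were not used here.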

Table S2 Genes with significantly increased expression ≥ 1.5 fold in repo-Gal4, UAS-InR CNS tissue.

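Table S2 names 540 genes with a probe set analysed here, and 518 of them (95.9%) were higher in *InR* tissue, *Gli*, *sinu* and *moody* among them, and 1 was lower. The fold change was within 1% of the table's for 517 genes (95.7%). A further 175 named genes were higher here and are not in the table.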

Table S3 Genes with significantly increased expression ≥ 1.5 fold in both repo-Gal4, UAS-HtlACT CNS tissue and repo-Gal4, UAS-InR CNS tissue.

Table S4 Genes with significantly increased expression ≥ 1.5 fold in repo-Gal4, UAS-InR CNS tissue, but not repo-Gal4, UAS-HtlACT CNS tissue.

Table S5 Genes with significantly decreased expression ≤ 1.5 fold in repo-Gal4, UAS-HtlACT CNS tissue.

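From Table S5, 1418 genes were named on a probe set analysed here, and 1310 of them (92.4%) were lower in *Htl ACT* tissue, including *VAChT*, *Appl* and *FMRFa*, and 3 were higher. Fold changes were within 1% of the table's for 1323 genes (93.3%), and 119 named genes were lower here and are not in the table.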

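Genes lower in *InR* tissue included the neuropeptide gene *AstC* and the neuroblast gene *l(1)sc*. The study's list for this comparison, Table S6, names 205 genes with a probe set analysed here, and 194 of them (94.6%) were lower and 0 higher by limma. Fold changes were within 1% of the table's for 193 genes (94.1%). Of 492 named genes lower here, 298 are not in the table.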

Table S6 Genes with significantly decreased expression ≤ 1.5 fold in repo-Gal4, UAS-InR CNS tissue. 22

Table S7 Genes with significantly decreased expression ≤ 1.5 fold in both repo-Gal4, UAS-HtlACT and repo-Gal4, UAS-InR CNS tissue.

Table S8 GO analysis (cellular processes) of genes with significantly increased expression ≥1.5 fold in repo-Gal4, UAS-HtlACT CNS tissue. p-value ≤0.01.

Table S9 GO analysis (cellular processes) of genes with significantly increased expression ≥1.5 fold in repo-Gal4, UAS-InR CNS tissue. p-value ≤0.01.

Table S10 GO analysis (cellular processes) of genes with significantly decreased expression ≤1.5 fold in repo-Gal4, UAS-HtlACT CNS tissue. p-value ≤0.01.

Table S11 GO analysis (cellular processes) of genes with significantly decreased expression ≤1.5 fold in repo-Gal4, UAS-InR CNS tissue. p-value ≤0.01.

# Supplementary material for: Glial enriched gene expression profiling identifies novel factors regulating the proliferation of specific glial subtypes in the Drosophila brain
**Source:** Gene Expr Patterns. 2014 Sep;16(1):61–8. doi: 10.1016/j.gep.2014.09.001
**Supplement:** Table S8 — GO analysis (cellular processes) of genes with significantly increased expression ≥1.5 fold in repo-Gal4, UAS-HtlACT CNS tissue. p-value ≤0.01.

*Supplementary table S8. GO analysis (cellular processes) of genes with significantly increased expression ≥1.5 fold in repo-Gal4, UAS-Htl^ACT^ CNS tissue. p-value ≤0.01.*

# Supplementary material for: Glial enriched gene expression profiling identifies novel factors regulating the proliferation of specific glial subtypes in the Drosophila brain
**Source:** Gene Expr Patterns. 2014 Sep;16(1):61–8. doi: 10.1016/j.gep.2014.09.001
**Supplement:** Table S9 — GO analysis (cellular processes) of genes with significantly increased expression ≥1.5 fold in repo-Gal4, UAS-InR CNS tissue. p-value ≤0.01.

*Supplementary table S9. GO analysis (cellular processes) of genes with significantly increased expression ≥1.5 fold in repo-Gal4, UAS-InR CNS tissue. p-value ≤0.01.*

| **Gene Ontology term** | **Cluster frequency** | **Genome frequency** | **Corrected P-value** | **FDR** | **False Positives** | **Genes annotated to the term** |
| --- | --- | --- | --- | --- | --- | --- |
| [apical junction assembly](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0043297" \t "infowin) | 17 of 616 genes, 2.8% | 36 of 7732 genes, 0.5% | 2.82e-07 | 0.00% | 0.00 | [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [kst](http://flybase.bio.indiana.edu/.bin/fbidq.html?kst), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [btsz](http://flybase.bio.indiana.edu/.bin/fbidq.html?btsz), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [wun](http://flybase.bio.indiana.edu/.bin/fbidq.html?wun), [wol](http://flybase.bio.indiana.edu/.bin/fbidq.html?wol), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [Tsf2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf2), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib) |
| [septate junction assembly](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0019991) | 15 of 616 genes, 2.4% | 28 of 7732 genes, 0.4% | 3.38e-07 | 0.00% | 0.00 | [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [wun](http://flybase.bio.indiana.edu/.bin/fbidq.html?wun), [wol](http://flybase.bio.indiana.edu/.bin/fbidq.html?wol), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [Tsf2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf2), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib) |
| [cell-cell junction assembly](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0007043) | 17 of 616 genes, 2.8% | 40 of 7732 genes, 0.5% | 2.17e-06 | 0.00% | 0.00 | [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [kst](http://flybase.bio.indiana.edu/.bin/fbidq.html?kst), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [btsz](http://flybase.bio.indiana.edu/.bin/fbidq.html?btsz), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [wun](http://flybase.bio.indiana.edu/.bin/fbidq.html?wun), [wol](http://flybase.bio.indiana.edu/.bin/fbidq.html?wol), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [Tsf2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf2), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib) |
| [cell junction assembly](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0034329) | 17 of 616 genes, 2.8% | 42 of 7732 genes, 0.5% | 5.38e-06 | 0.00% | 0.00 | [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [kst](http://flybase.bio.indiana.edu/.bin/fbidq.html?kst), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [btsz](http://flybase.bio.indiana.edu/.bin/fbidq.html?btsz), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [wun](http://flybase.bio.indiana.edu/.bin/fbidq.html?wun), [wol](http://flybase.bio.indiana.edu/.bin/fbidq.html?wol), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [Tsf2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf2), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib) |
| [defense response](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0006952) | 31 of 616 genes, 5.0% | 139 of 7732 genes, 1.8% | 6.30e-05 | 0.00% | 0.00 | [LanA](http://flybase.bio.indiana.edu/.bin/fbidq.html?LanA), [egr](http://flybase.bio.indiana.edu/.bin/fbidq.html?egr), [spz](http://flybase.bio.indiana.edu/.bin/fbidq.html?spz), [santa-maria](http://flybase.bio.indiana.edu/.bin/fbidq.html?santa-maria), [Sp7](http://flybase.bio.indiana.edu/.bin/fbidq.html?Sp7), [Mcr](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mcr), [Mpk2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mpk2), [CG10433](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG10433), [Tsf1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf1), [He](http://flybase.bio.indiana.edu/.bin/fbidq.html?He), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib), [PGRP-LA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LA), [Duox](http://flybase.bio.indiana.edu/.bin/fbidq.html?Duox), [Cpr49Ac](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cpr49Ac), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [Rac2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Rac2), [Spn27A](http://flybase.bio.indiana.edu/.bin/fbidq.html?Spn27A), [Myo61F](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myo61F), [TepIV](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepIV), [PGRP-LE](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LE), [pes](http://flybase.bio.indiana.edu/.bin/fbidq.html?pes), [Myd88](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myd88), [TepII](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepII), [PGRP-SA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-SA), [Spn28D](http://flybase.bio.indiana.edu/.bin/fbidq.html?Spn28D), [nimB4](http://flybase.bio.indiana.edu/.bin/fbidq.html?nimB4), [PGRP-LB](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LB),[ird5](http://flybase.bio.indiana.edu/.bin/fbidq.html?ird5), [Hml](http://flybase.bio.indiana.edu/.bin/fbidq.html?Hml), [vir-1](http://flybase.bio.indiana.edu/.bin/fbidq.html?vir-1), [modSP](http://flybase.bio.indiana.edu/.bin/fbidq.html?modSP) |
| [cell junction organization](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0034330) | 18 of 616 genes, 2.9% | 55 of 7732 genes, 0.7% | 9.44e-05 | 0.00% | 0.00 | [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [kst](http://flybase.bio.indiana.edu/.bin/fbidq.html?kst), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [Rac2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Rac2), [btsz](http://flybase.bio.indiana.edu/.bin/fbidq.html?btsz), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [wun](http://flybase.bio.indiana.edu/.bin/fbidq.html?wun), [wol](http://flybase.bio.indiana.edu/.bin/fbidq.html?wol), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [Tsf2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf2), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib) |
| [cell-cell junction organization](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0045216) | 18 of 616 genes, 2.9% | 55 of 7732 genes, 0.7% | 9.44e-05 | 0.00% | 0.00 | [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [kst](http://flybase.bio.indiana.edu/.bin/fbidq.html?kst), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [Rac2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Rac2), [btsz](http://flybase.bio.indiana.edu/.bin/fbidq.html?btsz), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [wun](http://flybase.bio.indiana.edu/.bin/fbidq.html?wun), [wol](http://flybase.bio.indiana.edu/.bin/fbidq.html?wol), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [Tsf2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Tsf2), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib) |
| [regulation of tube size, open tracheal system](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0035151) | 15 of 616 genes, 2.4% | 43 of 7732 genes, 0.6% | 0.00045 | 0.00% | 0.00 | [dpp](http://flybase.bio.indiana.edu/.bin/fbidq.html?dpp), [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [Fas2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Fas2), [kni](http://flybase.bio.indiana.edu/.bin/fbidq.html?kni), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [knk](http://flybase.bio.indiana.edu/.bin/fbidq.html?knk), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [ttk](http://flybase.bio.indiana.edu/.bin/fbidq.html?ttk), [Mmp1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mmp1), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck) |
| [establishment of blood-brain barrier](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0060856) | 9 of 616 genes, 1.5% | 16 of 7732 genes, 0.2% | 0.00085 | 0.00% | 0.00 | [Cont](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cont), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [moody](http://flybase.bio.indiana.edu/.bin/fbidq.html?moody), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [Mdr65](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mdr65), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck) |
| [regulation of tube size](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0035150) | 15 of 616 genes, 2.4% | 45 of 7732 genes, 0.6% | 0.00090 | 0.00% | 0.00 | [dpp](http://flybase.bio.indiana.edu/.bin/fbidq.html?dpp), [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [Fas2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Fas2), [kni](http://flybase.bio.indiana.edu/.bin/fbidq.html?kni), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [knk](http://flybase.bio.indiana.edu/.bin/fbidq.html?knk), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [ttk](http://flybase.bio.indiana.edu/.bin/fbidq.html?ttk), [Mmp1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mmp1), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck) |
| [immune response](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0006955) | 28 of 616 genes, 4.5% | 134 of 7732 genes, 1.7% | 0.00117 | 0.00% | 0.00 | [Mkp3](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mkp3), [LanA](http://flybase.bio.indiana.edu/.bin/fbidq.html?LanA), [egr](http://flybase.bio.indiana.edu/.bin/fbidq.html?egr), [spz](http://flybase.bio.indiana.edu/.bin/fbidq.html?spz), [Sp7](http://flybase.bio.indiana.edu/.bin/fbidq.html?Sp7), [Mcr](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mcr), [Mpk2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mpk2), [Pvr](http://flybase.bio.indiana.edu/.bin/fbidq.html?Pvr), [He](http://flybase.bio.indiana.edu/.bin/fbidq.html?He), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib), [PGRP-LA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LA), [Duox](http://flybase.bio.indiana.edu/.bin/fbidq.html?Duox), [Cpr49Ac](http://flybase.bio.indiana.edu/.bin/fbidq.html?Cpr49Ac), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [Rac2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Rac2), [Spn27A](http://flybase.bio.indiana.edu/.bin/fbidq.html?Spn27A), [TepIV](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepIV), [PGRP-LE](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LE), [CG3074](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG3074), [Myd88](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myd88), [TepII](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepII), [PGRP-SA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-SA), [Spn28D](http://flybase.bio.indiana.edu/.bin/fbidq.html?Spn28D), [PGRP-LB](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LB), [Hml](http://flybase.bio.indiana.edu/.bin/fbidq.html?Hml), [ird5](http://flybase.bio.indiana.edu/.bin/fbidq.html?ird5), [modSP](http://flybase.bio.indiana.edu/.bin/fbidq.html?modSP), [kay](http://flybase.bio.indiana.edu/.bin/fbidq.html?kay) |
| [response to bacterium](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0009617) | 18 of 616 genes, 2.9% | 66 of 7732 genes, 0.9% | 0.00200 | 0.33% | 0.04 | [egr](http://flybase.bio.indiana.edu/.bin/fbidq.html?egr), [spz](http://flybase.bio.indiana.edu/.bin/fbidq.html?spz), [Mcr](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mcr), [Mpk2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mpk2), [Ance](http://flybase.bio.indiana.edu/.bin/fbidq.html?Ance), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib), [PGRP-LA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LA), [Duox](http://flybase.bio.indiana.edu/.bin/fbidq.html?Duox), [Rac2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Rac2), [TepIV](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepIV), [Myo61F](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myo61F), [PGRP-LE](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LE), [Myd88](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myd88), [TepII](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepII), [PGRP-SA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-SA), [nimB4](http://flybase.bio.indiana.edu/.bin/fbidq.html?nimB4), [PGRP-LB](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LB), [ird5](http://flybase.bio.indiana.edu/.bin/fbidq.html?ird5) |
| [regulation of tube architecture, open tracheal system](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0035152) | 17 of 616 genes, 2.8% | 64 of 7732 genes, 0.8% | 0.00582 | 0.31% | 0.04 | [Mkp3](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mkp3), [crok](http://flybase.bio.indiana.edu/.bin/fbidq.html?crok), [sinu](http://flybase.bio.indiana.edu/.bin/fbidq.html?sinu), [Fas2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Fas2), [kni](http://flybase.bio.indiana.edu/.bin/fbidq.html?kni), [cold](http://flybase.bio.indiana.edu/.bin/fbidq.html?cold), [cora](http://flybase.bio.indiana.edu/.bin/fbidq.html?cora), [pck](http://flybase.bio.indiana.edu/.bin/fbidq.html?pck), [dpp](http://flybase.bio.indiana.edu/.bin/fbidq.html?dpp), [Nrg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Nrg), [kune](http://flybase.bio.indiana.edu/.bin/fbidq.html?kune), [knk](http://flybase.bio.indiana.edu/.bin/fbidq.html?knk), [vari](http://flybase.bio.indiana.edu/.bin/fbidq.html?vari), [Syb](http://flybase.bio.indiana.edu/.bin/fbidq.html?Syb), [crim](http://flybase.bio.indiana.edu/.bin/fbidq.html?crim), [ttk](http://flybase.bio.indiana.edu/.bin/fbidq.html?ttk), [Mmp1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mmp1) |
| [defense response to bacterium](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0042742) | 16 of 616 genes, 2.6% | 59 of 7732 genes, 0.8% | 0.00830 | 0.29% | 0.04 | [egr](http://flybase.bio.indiana.edu/.bin/fbidq.html?egr), [spz](http://flybase.bio.indiana.edu/.bin/fbidq.html?spz), [Mcr](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mcr), [Mpk2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mpk2), [scrib](http://flybase.bio.indiana.edu/.bin/fbidq.html?scrib), [Duox](http://flybase.bio.indiana.edu/.bin/fbidq.html?Duox), [Rac2](http://flybase.bio.indiana.edu/.bin/fbidq.html?Rac2), [TepIV](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepIV), [Myo61F](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myo61F), [PGRP-LE](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LE), [Myd88](http://flybase.bio.indiana.edu/.bin/fbidq.html?Myd88), [TepII](http://flybase.bio.indiana.edu/.bin/fbidq.html?TepII), [PGRP-SA](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-SA), [nimB4](http://flybase.bio.indiana.edu/.bin/fbidq.html?nimB4), [ird5](http://flybase.bio.indiana.edu/.bin/fbidq.html?ird5), [PGRP-LB](http://flybase.bio.indiana.edu/.bin/fbidq.html?PGRP-LB) |

# Supplementary material for: Glial enriched gene expression profiling identifies novel factors regulating the proliferation of specific glial subtypes in the Drosophila brain
**Source:** Gene Expr Patterns. 2014 Sep;16(1):61–8. doi: 10.1016/j.gep.2014.09.001
**Supplement:** Table S10 — GO analysis (cellular processes) of genes with significantly decreased expression ≤1.5 fold in repo-Gal4, UAS-HtlACT CNS tissue. p-value ≤0.01.

*Supplementary table S10. GO analysis (cellular processes) of genes with significantly decreased expression ≤1.5 fold in repo-Gal4, UAS-Htl^ACT^ CNS tissue. p-value ≤0.01.*

[truncated: 955,741 more chars]

# Supplementary material for: Glial enriched gene expression profiling identifies novel factors regulating the proliferation of specific glial subtypes in the Drosophila brain
**Source:** Gene Expr Patterns. 2014 Sep;16(1):61–8. doi: 10.1016/j.gep.2014.09.001
**Supplement:** Table S11 — GO analysis (cellular processes) of genes with significantly decreased expression ≤1.5 fold in repo-Gal4, UAS-InR CNS tissue. p-value ≤0.01.

*Supplementary table S11. GO analysis (cellular processes) of genes with significantly decreased expression ≤1.5 fold in repo-Gal4, UAS-InR CNS tissue. p-value ≤0.01.*

| **Gene Ontology term** | **Cluster frequency** | **Genome frequency** | **Corrected P-value** | **FDR** | **False Positives** | **Genes annotated to the term** |
| --- | --- | --- | --- | --- | --- | --- |
| [neuropeptide signaling pathway](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0007218" \t "infowin) | 8 of 226 genes, 3.5% | 30 of 7732 genes, 0.4% | 0.00075 | 0.00% | 0.00 | [CG14375](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG14375), [Dsk](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dsk), [Dh](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dh), [Crz](http://flybase.bio.indiana.edu/.bin/fbidq.html?Crz), [hug](http://flybase.bio.indiana.edu/.bin/fbidq.html?hug), [Fmrf](http://flybase.bio.indiana.edu/.bin/fbidq.html?Fmrf), [Mip](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mip), [Ast-C](http://flybase.bio.indiana.edu/.bin/fbidq.html?Ast-C) |
| [regulation of system process](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0044057) | 10 of 226 genes, 4.4% | 62 of 7732 genes, 0.8% | 0.00477 | 0.00% | 0.00 | [Dg](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dg), [Syt1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Syt1), [Dsk](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dsk), [comt](http://flybase.bio.indiana.edu/.bin/fbidq.html?comt), [CG3822](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG3822), [CG16976](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG16976), [Snap25](http://flybase.bio.indiana.edu/.bin/fbidq.html?Snap25), [CG42629](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG42629), [Fmrf](http://flybase.bio.indiana.edu/.bin/fbidq.html?Fmrf), [Ast-C](http://flybase.bio.indiana.edu/.bin/fbidq.html?Ast-C) |
| [G-protein coupled receptor signaling pathway](http://amigo.geneontology.org/cgi-bin/amigo/go.cgi?view=details&query=GO:0007186) | 14 of 226 genes, 6.2% | 130 of 7732 genes, 1.7% | 0.00958 | 0.00% | 0.00 | [CG14375](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG14375), [Dsk](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dsk), [Dh](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dh), [Crz](http://flybase.bio.indiana.edu/.bin/fbidq.html?Crz), [Dh31-R1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dh31-R1), [GABA-B-R3](http://flybase.bio.indiana.edu/.bin/fbidq.html?GABA-B-R3), [Dh44-R1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Dh44-R1), [DopR2](http://flybase.bio.indiana.edu/.bin/fbidq.html?DopR2), [hug](http://flybase.bio.indiana.edu/.bin/fbidq.html?hug), [Mip](http://flybase.bio.indiana.edu/.bin/fbidq.html?Mip), [Ggamma1](http://flybase.bio.indiana.edu/.bin/fbidq.html?Ggamma1), [Fmrf](http://flybase.bio.indiana.edu/.bin/fbidq.html?Fmrf), [CG31760](http://flybase.bio.indiana.edu/.bin/fbidq.html?CG31760), [Ast-C](http://flybase.bio.indiana.edu/.bin/fbidq.html?Ast-C) |

How the deposited data were processed for this re-analysis (not part of the article)

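RNA of the whole larval CNS was measured on 9 Affymetrix Drosophila Genome 2.0 arrays, 3 of control larvae with the *repo-Gal4* driver alone, 3 of larvae expressing *Htl ACT* and 3 of larvae expressing *InR* under this driver. Each sample was prepared from 10 to 15 larvae raised at 25 °C, and cRNA was made from 500 ng of RNA. Samples were grouped by genotype, and every array was used.

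The authors made the values with the MAS5 algorithm in Affymetrix Expression Console, without a stated version of Expression Console. The deposited values are linear signals (intensity) per probe set, corrected for background and mismatch probes and scaled to a 2% trimmed mean of 500.0 on every array. They are neither logged nor centred. The authors then left out probe sets with a detection p-value over their limit, kept 8638 and 8779 probe sets, and called genes with SAM. The detection calls were not used here. Of 18952 probe sets 183 controls were left out, 13646 name 1 gene, 402 several and 4721 none, and 13543 of the gene identifiers were found in the gene table used. The 25th percentile of signal was 5.91 to 9.24, so that the lower part of the signals lies near background, and the number of arrays limits the precision.

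Signals were taken to log2 without further scaling. For each of 1094 genes with several probe sets, the probe set with the highest mean log2 signal was used, and a probe set naming several genes or none was kept as its own. The brighter 8552 of 17105, by the mean over all arrays, were tested. limma 3.58.1 (R 4.3.3) was fitted to 3 groups with 6 residual degrees of freedom and a prior of 2.09, with contrasts of *Htl ACT* against control, *InR* against control and *Htl ACT* against *InR*. Genes were called at 1.5-fold and a Benjamini-Hochberg adjusted p of 0.05, as in the fold limit of the paper. camera tested 30 gene lists with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists of a contrast. The lists were glial genes named by the paper, septate junction and blood-brain barrier, pan-glial and neuropil, cortex and surface glia, basement membrane, neuronal and synaptic, neuropeptide, neuroblast and cell cycle genes. Others were FGF, EGF and MAPK, insulin and TOR, Toll and IMD, ecdysone and Dpp genes, hemocyte, ring gland, fat body, tracheal, muscle and imaginal disc markers, fatty acid oxidation, lipid and carbohydrate genes, glutathione S-transferases, heat shock, ribosomal protein and sex determination genes, and the genes of Tables 1 and 2. The lists of glial genes and of Tables 1 and 2 were chosen by the study on these samples.

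The rule for the genes named took every gene that the paper names for the microarray, *htl* and *InR*, the 10 largest increases and 10 largest decreases of each contrast among called single genes with groups that did not overlap, and up to 4 called members of each list. It covered 246 genes. The values in the paper's tables had been seen when it was set. Of 78 genes the paper names, 66 were found on a probe set and 12 are not analysed here.

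The calculation was tested on simulated data for *Htl ACT* against control, in 20 simulations with 200 changed genes of 8552. limma, at an adjusted p of 0.05, made 4.9 false calls on average and SAM, at a rate of 0.58%, made 0.6. In separate simulations, with a list shifted in *InR* arrays and no other change, camera called 20 of 20 shifted lists and 1 of 20 unshifted lists of 30 genes. Genes were drawn independently there, so these runs do not test the preset correlation for lists whose genes correlate. The labels give each group replicate numbers. Deviations of same-numbered control and *InR* arrays from their group means correlated at 0.46, 0.32 and 0.24, each over 0.1, so the numbers were taken to pair these arrays, from the values and not from the design. Same-numbered arrays of the other comparisons did not all correlate. For the overlap of both tissues, 100 simulations of unchanged groups against the same controls were drawn. For correlations within a marker list, 10000 random sets were drawn.

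The alternatives were quantile normalization, median centring, no filter, the brightest 5701 probe sets, as many probe sets as the study kept, a pseudocount of 7.83, the 6 arrays of a contrast alone, the replicate number as a block, limma's trend and robust options, SAM with 20 permutations, the false discovery rates of the study, unadjusted p, the mean of all probe sets of a gene, every probe set on its own, and each of the 9 arrays left out. In addition, the arrays high in fat body genes were left out, and *htl* was left out of its lists. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots. Over-representation of GO classes was not repeated, and the images of stained brains were not used here.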

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

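The tests of ring gland RNA and of differing amounts of ring gland were chosen only after the result was seen, and the genes with opposite changes were named after their values were seen.

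Some genes rose in 1 tissue and fell in the other, with a direct test of the difference. The extracellular matrix gene *Glt* fell in *Htl ACT* tissue by 1.50 (log2) and rose in *InR* tissue by 2.24, a direct log2 fold change of −3.74 (standard error 0.48, adjusted p = 0.00147 from limma). *ImpE2*, a gene induced by ecdysone, was at −1.72 and 1.68, a direct difference of −3.40 (adjusted p = 0.00101). *CG7191* differed by −2.80 (adjusted p = 3.53e-05) and *CG14567* by −2.28. *CG4409* went the other way, at 1.53 in *Htl ACT* and −0.74 in *InR* tissue, a difference of 2.27 (adjusted p = 3.27e-06). The ammonium transporter gene *Rh50*, *acs*, *sano*, *pio* and *CG13676* differed by −1.95, −1.79, −1.60, −1.47 and −1.45.

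Among gene lists whose medians had opposite signs in the tissues, the pan-glial and neuropil glial list had a direct median of 0.57, with 5 genes higher and 3 lower in *Htl ACT* than in *InR* tissue (camera adjusted p = 0.0167, adjusted p = 0.196 with an estimated correlation). *Gat* and *nrv2* were higher by 1.16 and 1.13, and *gcm* and *gcm2* lower by 0.68 and 0.69. Against control in *InR* tissue 2 of the 12 genes of this list rose and 4 fell (camera adjusted p = 0.508, higher, with a median of −0.05). The median gene of the hemocyte list was lower by 2.00 in *Htl ACT* than in *InR* tissue in the direct comparison, and the tracheal and muscle lists had direct medians of −0.95 and −0.72.

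Of the genes the paper does not discuss, the largest fitted changes against control were those of *Eip63E* (5.22) and *Ir76a* (−3.14) in *Htl ACT* tissue and of *y* (6.86) and *CG4476* (−3.88) in *InR* tissue. *Eip63E* rose by 4.86 in *InR* tissue as well, and *Ir76a* was at −0.17 there.

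The 1st pattern weighed is the fall of neuronal genes in *Htl ACT* tissue, a median of −1.05 over 39 genes. The choice of scaling method is argued against as its cause, since the median was still −0.93 or lower after quantile normalization and median centring. These methods also bring all arrays to a common level. They therefore cannot tell whether the fall is absolute or relative to a rise of other RNA. Dilution of neuronal RNA by glial RNA alone, which predicts 1 common fall, stays open: the spread between genes was 1.56 times their standard errors, with a 95% bootstrap interval of 0.83 to 2.31 that does not decide. A lower expression or number of neurons in this tissue also stays open, as untested. Pure dilution and a change in neurons are not told apart by the 1.56 found for these 39 genes.

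The 2nd pattern weighed is the rise of markers of other tissues in *InR* samples. A lower share of the main cell type predicts like rises. The list medians ran from 1.59 in fat body to −0.34 in eye disc genes, 1.93 apart (95% bootstrap interval 1.09 to 3.06). Neither end is a clean measure. Of 8 fat body genes 1 passed the test, and fat body signals differed widely between arrays of a group. The eye disc list shares *elav* with the neuronal list. The range therefore cannot decide, and this stays open. Ring gland RNA may contribute: *spok* and *sad* of ecdysone synthesis read 946.4 ± 432 and 610.9 ± 210 (SD, n = 3) in *InR* against 121.1 and 97.22 in control tissue, but the list was not called (camera adjusted p = 0.0513) except under 11 of 22 alternatives (0.00207 to 0.0437), so this stays open, and 2 of its 11 genes also stand in lists of neuropeptides and lipids. The ring gland genes deviated together within groups (median pairwise correlation 0.42 against −0.01 for 10000 random sets, p = 0.0011 by permutation), which is in line with amounts of ring gland that differ between samples, as hemocyte, tracheal, muscle and eye disc genes did at 0.28, 0.34, 0.28 and 0.20, while the mixed fat body list, with *Lsp2* and *Fbp1* high in the same arrays, was at 0.12 (p = 0.163). A biological effect of glial *InR* on these genes is not excluded by these values.

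The 3rd pattern weighed is the rise of *y* in *InR* tissue, where its signals were 1351, 1950 and 1954, against 22.6, 20.2 and 7.26, near background, in control and 92.3, 21.7 and 79.4 in *Htl ACT* tissue. A change of the whole region around *y* might be a candidate explanation, and the median absolute log2 fold change of its measured neighbours was 0.51 (SD 0.55). Of 6 neighbours 2 were tested, and both were called lower, *sc* at −0.60 and *l(1)sc* at −1.55 (adjusted p = 0.0171 and 0.000467 from limma). Neither of these 2 genes rose with *y*. *l(1)sc* also stands in the neuroblast list, which fell in both tissues, and it fell as far in *Htl ACT* tissue. It is therefore not a clean measure of the region, and *sc* alone cannot decide. The untested neighbours, near background, ran from −1.22 to 0.41, so a rise of the region stays open. A difference between the fly strains and an effect of the receptor on *y* cannot be told apart here, since the genotypes differ in both.

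Other splits of the arrays of a comparison into 3 and 3 number 10 with the real 1, too few for a share under 0.05, and 1 split, the real split, gave the largest count. The real counts were 1111 higher, 1640 lower and 633 at least 2-fold higher for *Htl ACT*, with 0 as the highest count of the other splits. For *InR* they were 790, 563 and 446, with 10 as the highest other. For *Htl ACT* against *InR* they were 464 and 552, with 0 as the highest other.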

How the results depend on the processing

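The settings that left out 2 or 3 arrays high in fat body genes were chosen after the data were seen, and so was leaving *htl* out of its lists. Signs of genes and lists that were not called moved under many settings, as for 17 named genes with quantile normalization and 21 without 3 arrays, while called directions mostly held. The counts of genes lower in *InR* tissue and in both moved under the most settings; the cause was not tested, apart from fewer genes or arrays where named. Signals near background limit the genes below a mean signal of 35.2, which were not tested.

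With the brightest 5701 probe sets alone, fewer genes tested, 943 genes were lower in *Htl ACT* tissue, 481 higher, 239 at least 2-fold higher and 308 lower in *InR* tissue, 283 lower in both and 244 lower in *Htl ACT* than in *InR* tissue, and the overlaps with Tables S5 and S6 were 802 and 119. There the hemocyte list in *InR* tissue turned lower (camera adjusted p = 0.779). Lower in *InR* tissue, lower in both, and lower in *Htl ACT* than in *InR* tissue were 348, 285 and 366 genes without a filter on mean signal, 340, 306 and 296 with SAM, and 243, 216 and 215 with limma at the false discovery rate of the study. Without control 2 and *InR* 2, 317 genes were lower in *InR* tissue and 261 in both. Without control 2, *InR* 2 and *InR* 3, the lone *InR* array was assumed to vary like the other groups: 265 genes were higher, 220 at least 2-fold higher and 56 lower in *InR* tissue, 206 higher and 47 lower in both, 187 higher and 104 lower in *Htl ACT* than in *InR* tissue, and the overlaps with Tables S2 and S6 were 202 and 36. With the mean of all probe sets of a gene, *Mmp2* in *Htl ACT* tissue was at 0.08, and *Pxn* at −0.99 in *InR* tissue and 0.49 in *Htl ACT* against *InR* tissue, each a change of sign.

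Leaving out each array in turn gave 1050 to 1124 higher and 1480 to 1664 lower genes in *Htl ACT*, 701 to 800 and 459 to 570 in *InR* tissue, 482 to 552 higher and 393 to 500 lower in both, and 406 to 491 higher and 413 to 610 lower in *Htl ACT* than in *InR* tissue. The replicate numbers were also fitted as a block, which gave 1119 higher and 1680 lower genes in *Htl ACT* and 825 and 576 in *InR* tissue. It changed no list call in *InR* against control tissue, where the numbers pair the arrays. Between *Htl ACT* and *InR* tissue, where they do not, the block gave adjusted p = 0.0624 for the glial genes named by the paper, septate junction and muscle lists, and 0.0463 for sex determination genes in *Htl ACT* tissue. Over all 3 groups same-numbered arrays had correlations of −0.14 to 0.46, 5 of 9 pairs above 0.1, and 7 of 9 arrays correlated best with their own number, a hint from the data and not the design.

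Of 90 list tests, 80 kept their call and direction after quantile normalization and 85 after median centring. Calls that ended were those of the glial genes named by the paper in *Htl ACT* against *InR* tissue (adjusted p = 0.202 and 0.0944), of FGF genes in *Htl ACT* tissue (0.071 with centring), of heat shock genes in *InR* tissue and glutathione S-transferases in *Htl ACT* against *InR* tissue (0.0618 and 0.0632 with quantile normalization), and of muscle genes in *InR* tissue (0.0618 and 0.0675) and in *Htl ACT* against *InR* tissue (0.059 with quantile normalization). Of 22 alternatives, 10 ended the call of muscle genes in *Htl ACT* against *InR* tissue (adjusted p = 0.00372 to 0.946 over all) and 7 in *InR* tissue (0.0153 to 0.156), 7 that of glutathione S-transferases in *Htl ACT* against *InR* tissue (0.00293 to 0.109), 10 that of septate junction genes there (adjusted p = 0.00468 to 0.0897 over all), 7 that of the glial genes named by the paper (0.0106 to 0.45), 8 that of FGF genes in *Htl ACT* tissue (0.00161 to 0.0904) and 8 that of heat shock genes in *InR* tissue (0.00751 to 0.113). Of 735 values of named genes, 675 kept theirs with quantile normalization, 694 with centring, 684 with SAM, 596 at the false discovery rate of the study, 612 without 2 arrays and 500 without 3.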

Differences from the paper's values

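The paper gives 240 genes decreased in *InR* tissue at 1.5-fold, and 563 were found here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's without a filter on mean signal (348), with the brightest 5701 probe sets (308), with SAM at the false discovery rate of the study (340) and with limma at that rate (243). It did not with the other settings, such as quantile normalization (564), median centring (410) and each array left out in turn (459 to 570). Without control 2 and *InR* 2, chosen after seeing the values, the count was 317, and 149 of the genes in Table S6 were called where 194 were with all arrays, so 45 were dropped and 0 were added by limma.

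For genes decreased in both tissues the paper gives 213, against 500 here. The same 4 settings came within 1.5 times of it, at 285, 283, 306 and 216, and the others did not, with 393 to 500 when each array was left out in turn. Without control 2 and *InR* 2, chosen after seeing the values, it was 261. SAM is the test the paper names, and its filter on detection p-values was not used here.

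The fold change of *Pif1A* in *InR* tissue is 2.0 in the paper's Table 2 and was 0.768 here, from mean log2 signals of 1 probe set below the signals tested. Its mean signals of 7.082 in control and 8.425 in *InR* tissue go the other way and lie near background, so neither its fold nor its direction is measured here, in *Htl ACT* tissue either. No setting reached the paper's value.

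The paper's Table 1 marks hairy as not increased in *InR* tissue, and its heat map of similar genes shows it. Here *hry* was higher in *InR* tissue (log2 fold change 0.93, adjusted p = 0.0132 from limma). It did not pass without a filter on mean signal (adjusted p = 0.0593), with limma at the false discovery rate of the study, or without control 2 and *InR* 2 (0.0643). The paper lists *NFAT* as increased in *Htl ACT* tissue, and here its log2 fold change of 0.87 did not pass (adjusted p = 0.206). *NFAT* was called with SAM at the false discovery rate of the study, with limma on the 6 arrays of the comparison alone (adjusted p = 0.0247), and without *InR* 3 (0.0212). It was called as well without control 2, *InR* 2 and *InR* 3 (0.00596), a setting chosen after seeing the values, and not with the other settings. The discussion of the paper gives foxO and ci as increased in *Htl ACT* and *InR* tissue, while its tables give each in 1 tissue. Here *foxo* in *InR* tissue (0.42) and *ci* in *Htl ACT* tissue (0.56) were under 1.5-fold. The paper finds enrichment of immune genes in *InR* but not in *Htl ACT* tissue. Here the immune list was higher in both (camera adjusted p = 6.29e-09 and 3.21e-05) and the direct test did not pass (adjusted p = 0.298). It also finds that metabolic genes were not over-represented in *InR* tissue. Genes of fatty acid oxidation and of lipids were higher there by camera (adjusted p = 5.38e-07 and 1.16e-07, and with an estimated correlation adjusted p = 0.0983 and 0.0134), so the call of the former ended. Carbohydrate genes were not called (0.19). All 3 lists were higher in *Htl ACT* than in *InR* tissue, and with an estimated correlation only the lipid list was (adjusted p = 0.017, against 0.176 for fatty acid oxidation and 0.325 for carbohydrates). The thresholds and backgrounds of the paper's over-representation tests are not those used here. Other folds the paper prints and that could be computed were within 1.5 times of those found here, with *repo* at 2.5 and 1.68 in both.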

Other observations

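Genes of glutathione S-transferases, which conjugate glutathione to xenobiotics, were higher in both tissues. Of 14 genes tested, 12 rose in *Htl ACT* tissue (median 1.06, camera adjusted p = 3.49e-05, adjusted p = 0.187 with an estimated correlation) and 8 in *InR* tissue (median 0.89, 6.2e-05, adjusted p = 0.198 with an estimated correlation). *GstE1* read 693.6 ± 4.92 in control, 3836 ± 357 in *Htl ACT* and 1824 ± 112 in *InR* tissue (SD, n = 3 each), log2 fold changes of 2.46 and 1.39 (standard error 0.09 each). *GstE6* and *GstD2* were at 2.28 and 2.23 in *Htl ACT* tissue. Compared directly 3 were higher in *Htl ACT* tissue, with *GstE2* at 1.78 (camera adjusted p = 0.0274, adjusted p = 0.41 with an estimated correlation, and 0.0632 after quantile normalization).

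Among 14 genes of FGF, EGF and MAPK signalling 6 rose and the FGF ligand gene *ths* fell by 1.05 in *Htl ACT* tissue (camera adjusted p = 0.0492, adjusted p = 0.338 with an estimated correlation). *htl*, which may read the transgene, is 1 of the 6, and without it the list was not called (adjusted p = 0.121). *ImpL2*, an insulin-binding protein gene, rose from a signal of 1970 ± 39.3 to 9456 ± 967 in *Htl ACT* and 3487 ± 468 in *InR* tissue (SD, n = 3 each), by 2.26 and 0.82. The phosphatase gene *Mkp3* rose in both, by 1.14 and 1.06, and *edl* in *Htl ACT* tissue by 0.87. In *InR* tissue 2 genes rose and *bnl* fell by 0.68 (camera adjusted p = 0.243), and in the direct test 5 were higher and 2 lower in *Htl ACT* tissue, *Egfr* at −0.99 (camera adjusted p = 0.0274, adjusted p = 0.325 with an estimated correlation, and not called without *htl*, adjusted p = 0.1). Of 14 genes of insulin and TOR signalling 3 rose and *rictor* fell by 0.73 in *Htl ACT* tissue, and 2 rose in *InR* tissue (camera adjusted p = 0.808 and 0.471). In *Htl ACT* tissue the median of this list was −0.14 and its mean 0.09.

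Genes of imaginal disc and eye development fell in *Htl ACT* tissue, 9 of 12, while the receptor gene *sev* rose by 1.38 (camera adjusted p = 0.0265, adjusted p = 0.309 with an estimated correlation). *dac*, *gl* and *eya* fell by 1.49, 1.48 and 1.21. In *InR* tissue *dac* and *ato* fell by 0.71 and 0.66 and *sev* rose by 1.20 (camera adjusted p = 0.466), and 5 genes were lower in *Htl ACT* than in *InR* tissue (adjusted p = 0.00763, adjusted p = 0.287 with an estimated correlation). Of 30 cell cycle genes 5 fell in *Htl ACT* tissue, such as *barr* at −0.78 and *cid* at −0.67, and 2 in *InR* tissue, *CycB3* and *cid* (camera adjusted p = 0.00499 and 0.000297, adjusted p = 0.338 and 0.279 with an estimated correlation). These counts depended on the scaling: 1 fell in *Htl ACT* and 2 in *InR* tissue after quantile normalization, and after median centring 1 rose and 1 fell in *Htl ACT* tissue and limma called 0 in *InR* tissue, where 22 had an unadjusted p under 0.05 without centring. limma called 0 of these 30 genes between the tissues, 3 at an unadjusted p under 0.05 (camera adjusted p = 0.743).

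In the hemocyte list 4 of 13 genes fell in *Htl ACT* tissue (camera adjusted p = 0.22), *peb* at −2.74 and *ush* at −0.87 among them. Of 11 ring gland genes 2 rose and 1 fell there (0.602), of 12 tracheal genes 3 fell (0.411), of 10 muscle genes 1 rose and 2 fell (0.772), and of 8 fat body genes 3 rose, *apolpp* at 1.18, *Lpin* at 0.68 and *Desat1* at 0.63 (0.121). The median of the fat body list in *Htl ACT* tissue was −0.01. Directly compared, 3 ring gland genes were lower in *Htl ACT* than in *InR* tissue (camera adjusted p = 0.115), and 1 fat body gene was higher and 1 lower (0.707). The direct median of the fat body list was −2.32. Its signals differed widely between arrays of a group, so the lack of a call does not show equal levels. Surface glial genes went both ways, 2 higher and 2 lower (0.565).

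Of 18 genes of the ecdysone response 3 rose and 4 fell in *Htl ACT* tissue and 3 rose in *InR* tissue (camera adjusted p = 0.808 and 0.19), with 3 lower in *Htl ACT* than in *InR* tissue (0.277). *E23* rose by 1.39 and 1.16, *Eip93F* fell in *Htl ACT* tissue by 1.49 and *ImpE3* rose in *InR* tissue by 1.23. Heat shock and unfolded protein genes had *CaBP1* higher in *Htl ACT* tissue at 0.67 and *stv* in *InR* tissue at 1.02 (camera adjusted p = 0.0719 and 0.0365, the latter with adjusted p = 0.334 with an estimated correlation), and 1 gene lower directly (0.496). limma called 0 of 15 ribosomal protein genes in either tissue or between them, and 0 at an unadjusted p under 0.05, with medians of 0.08 and 0.04 (camera adjusted p = 0.152 and 0.403). Of 5 genes of sex determination 4 fell in *Htl ACT* tissue, *msl-2* by 1.06 and *dsx* by 0.90 (camera adjusted p = 0.0628), and limma called 0 in *InR* tissue, 4 at an unadjusted p under 0.05 (0.0893). This list was set as a check on male and female larvae in the samples. It was called lower under 6 of 22 alternatives in *Htl ACT* tissue (camera adjusted p = 0.00804 to 0.0463) and 2 in *InR* tissue (0.0295 to 0.0494). The methods do not state the sex of the larvae, so a difference in sex between groups stays open. For Dpp pathway genes 1 was higher and 5 lower in *Htl ACT* than in *InR* tissue (0.162).

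The transcription factor genes of Table 1 were higher in *InR* tissue too, 5 of 14 (camera adjusted p = 0.000184, adjusted p = 0.0981 with an estimated correlation), and higher in *Htl ACT* than in *InR* tissue (adjusted p = 0.000261, adjusted p = 0.189 with an estimated correlation). Of the 7 of Table 2, 4 rose in *Htl ACT* tissue (0.00203, adjusted p = 0.133 with an estimated correlation), with no call between the tissues (0.707). The glial genes named by the paper had a direct camera adjusted p of 0.0427, higher in *Htl ACT* tissue (adjusted p = 0.234 with an estimated correlation), and cortex glial genes were not called in *InR* tissue (0.403), where *zyd* rose by 0.62. The study chose the glial genes it names and the genes of Table 1 and Table 2 on these samples. Their tests here, the direct ones included, are therefore not independent evidence.

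Fat body genes differed widely between arrays of a group, and the 3 genes given here were singled out after their values were seen. *Fbp1* read 193.2, 2822 and 92.99 in the 3 control samples, 105.8, 253.3 and 199.7 in the *Htl ACT* samples and 248.3, 7499 and 1209 in the *InR* samples. *Obp99b* read 370.7, 4286 and 366.8 in control and 642.8, 10550 and 7830 in *InR* samples, and the salivary gland glue gene *Sgs3* 380.6, 3269 and 1067, and 346.8, 3494 and 329.2. None of the 3 passed limma's test in either tissue.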
